# A cardiac transcriptional enhancer is repurposed during regeneration to activate an anti-proliferative program

**DOI:** 10.1242/dev.204458

**Published:** 2025-02-17

**Authors:** Anupama Rao, Andrew Russell, Jose Segura-Bermudez, Charles Franz, Rejenae Dockery, Anton Blatnik, Jacob Panten, Mateo Zevallos, Carson McNulty, Maciej Pietrzak, Joseph Aaron Goldman

**Keywords:** Heart regeneration, Gene regulation, Zebrafish, Transcription enhancer

## Abstract

Zebrafish have a high capacity to regenerate their hearts. Several studies have surveyed transcriptional enhancers to understand how gene expression is controlled during heart regeneration. We have identified *REN* (the runx1 enhancer) that, during regeneration, regulates the expression of the nearby *runx1* gene. We show that *runx1* mRNA is reduced with deletion of *REN* (Δ*REN*), and cardiomyocyte proliferation is enhanced in Δ*REN* mutants only during regeneration. Interestingly, in uninjured hearts, Δ*REN* mutants have reduced expression of *adamts1*, a nearby gene that encodes a Collagen protease. This results in excess Collagen within cardiac valves of uninjured hearts. The Δ*REN* Collagen phenotype is rescued by an allele with Δ*runx1* mutations, suggesting that in uninjured hearts *REN* regulates *adamts1* independently of *runx1*. Taken together, this suggests that *REN* is rewired from *adamts1* in uninjured hearts to stimulate *runx1* transcription during regeneration. Our data point to a previously unappreciated mechanism for gene regulation during zebrafish heart regeneration. We report that an enhancer is rewired from expression in a distal cardiac domain to activate a different gene in regenerating tissue.

## INTRODUCTION

Zebrafish have a profound ability to regenerate damaged heart muscle. Heart regeneration proceeds via the proliferation of pre-existing cardiomyocytes (CMs) that replace myocardium lost to injury (Jopling et al., 2010; Kikuchi et al., 2010). Thousands of genes change expression levels in a coordinated, injury-responsive program that leads to CM proliferation and other key cell behaviors. Several groups have identified tissue regeneration enhancer elements (TREEs) in zebrafish, regulatory sequences that activate gene expression in different cell types within the regenerating heart and in other organs in response to injury and during regeneration (Cao et al., 2022; Goldman et al., 2017; Kang et al., 2016; Lee et al., 2020; Sun et al., 2022; Thompson et al., 2020). In each case, enhancer activity was demonstrated using ectopic reporter genes. However, understanding enhancer biology in its endogenous environment is more challenging because regeneration phenotypes rarely result after enhancer deletions (Sun et al., 2022; Wang et al., 2020). Phenotypes are likely difficult to recover because genes are rarely dependent on a single enhancer and multiple enhancers increase the possibility of functional redundancy (Bolt and Duboule, 2020; Kvon et al., 2021). Some examples of enhancer-related regeneration phenotypes do exist and, in each case, these loss-of-function experiments have uncovered new and interesting biology (Sun et al., 2022; Zlatanova et al., 2023). For example, in killifish, deletion of an enhancer upstream from *inhibin beta* resulted in impaired heart regeneration and suggested a model for how evolutionary changes in enhancer elements develop together with regeneration capacity (Wang et al., 2020). However, more enhancer deletions will be necessary to reveal mechanistic activities at the core of how endogenous enhancers function during regeneration.

We produced an atlas of nucleosome turnover in zebrafish CMs to identify regeneration-specific genes and regulatory elements (Goldman et al., 2017). Using a transgenic histone H3.3, we profiled changes in chromatin accessibility in CMs. Dozens of loci containing enrichment of H3.3 were validated in transgenic reporter assays as enhancers, some of which were exclusive to CMs and others that also stimulated reporter expression in other cell types. One such reporter contained a 1265 bp region found 103 kb upstream from the *runx1* locus with H3.3 enrichment that increased during heart regeneration. This *runx1*-linked enhancer (or *REN*) activated GFP in proliferating cells within the wound of a regenerating heart. *REN* was not just injury responsive but was also activated in proliferating CMs in a transgenic model of CM hyperplasia, in which the Nrg1 protein stimulates proliferation rather than injury (Goldman et al., 2017). Thus, H3.3 profiling in regenerating hearts identified *REN* as a genetic marker for proliferating CMs in the adult. Interestingly, the *REN* enhancer is perfectly functional in mammalian hearts, indicating that its regulatory machinery is likely conserved (Yan et al., 2022). However, we still have not identified what gene *REN* regulates endogenously and the importance that interaction has to regeneration.

One crucial question that is incompletely understood is where regeneration enhancers come from. In part, the regeneration genetic program involves reactivation of embryonic genetic elements, for example, promoter sequences for the cardiac transcription factor *gata4* (Kikuchi et al., 2010). After all, regeneration is largely a recapitulation of development (Goldman and Poss, 2020; Viragova et al., 2024). However, in the case of the heart, it is unclear how much of the developmental program is necessary. The transcription factor Klf1 is dispensable for embryogenesis but required for regeneration (Ogawa et al., 2021). Moreover, Klf1 expression alone is sufficient to cause massive cardiomyocyte hyperplasia by binding mostly to enhancers that are already present in the adult (Ogawa et al., 2021). However, the enhancer(s) most crucial to Klf1-driven CM hyperplasia have yet to be identified. Previously, we have shown that during regeneration there is a doubling of enhancers in CMs, with tens of thousands of previously inaccessible enhancers emerging (Goldman et al., 2017). The origin of these novel CM enhancers and their importance to heart regeneration remains unknown.

Here, we demonstrate that the role of the *REN* enhancer unexpectedly changes between uninjured hearts and those that are regenerating. *REN* stimulates gene expression in a subdomain of cardiac tissue that surrounds valves leading to the outflow tract of the heart. During regeneration, activity around the valve is inversely correlated with *REN* stimulation in regenerating tissue. Surprisingly, zebrafish mutants with *REN* deleted have improved proliferation of CMs after injury and we show that, during regeneration, *REN* controls the nearby *runx1* gene, mutants of which have similar phenotypes. However, in uninjured hearts, *REN* deletion mutants have increased Collagen within cardiac valves. This phenotype is complemented by *runx1* mutants, demonstrating that valve phenotypes are independent of *runx1*. Instead in uninjured hearts and around valves, *REN* controls *adamts1*, a metalloprotease that can degrade Collagen. Taken together, this suggests that *REN* is an enhancer that is repurposed from one cardiac domain to stimulate expression from a different gene in regenerating tissue.

## RESULTS

### The *REN* enhancer directs gene expression in cardiac muscle and epicardium

Previously, we have shown that a transgenic reporter containing the *REN* enhancer cloned upstream of a minimal promoter was able to activate GFP in proliferating cells during heart regeneration (Goldman et al., 2017). *REN* was identified using a CM-specific profiling method that is consistent with *REN:GFP* expression, co-staining with an antibody targeting the myosin heavy chain in heart muscle 7 days post-amputation (dpa) (Fig. 1A). However, we also observed a significant amount of GFP that is not in the muscle from other cardiac cell types (Fig. 1B). The epicardium, a cell layer enveloping the heart, and endocardium, a second single-cell layer covering the heart lumen, are important tissues required for signaling to the myocardium during regeneration (Kikuchi and Poss, 2012; Kikuchi et al., 2011a; Lowe et al., 2019, 2021; Wang et al., 2015). To determine whether *REN:GFP* expression also occurs in the epicardium, we injured fish containing both *REN:GFP* and *tcf21:dsRed* reporter transgenes and found extensive colocalization in every injured heart (Fig. 1C,D) (Kikuchi et al., 2011b). Similarly, we tested *REN:GFP* and *kdrl:mCherry* double reporter fish for *REN*-directed expression in endocardium (Wang et al., 2010). *REN:GFP* activated in a few isolated endocardial cells and not in every heart (Fig. 1E). Only a few isolated *REN:GFP* and *kdrl:mCherry* colocalized cells are detected within the injury area, representing less than 1% of the total *kdrl*-positive cells (Fig. 1F; mean 3 dpa=2.0, mean 7 dpa=2.3; *N*=9,10). We conclude that *REN* is a regulatory element with predominantly myocardial and epicardial enhancer activity during heart regeneration.

**Fig. 1.**
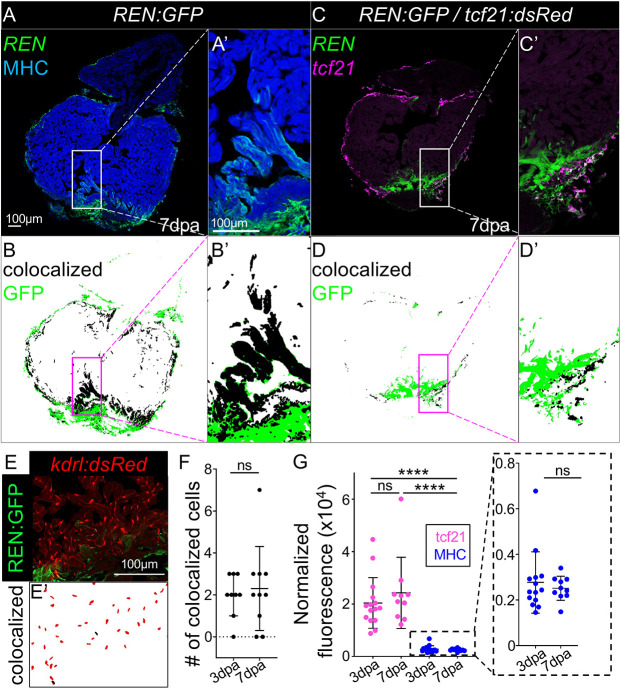
**The REN enhancer expresses in epicardium and myocardium preceding the peak of regeneration.** (A) Myocardial expression of *REN:GFP* is shown by staining with α-MHC (blue) in hearts at 7 dpa. (B) MIPAR rendition of colocalized regions in A (black) and excess GFP (green). (C) Epicardial expression of *REN:GFP* is shown by colocalization with a *tcf21*:red (pink) reporter in hearts at 7 dpa. (D) MIPAR rendition of colocalized regions in C. A′-D′ show magnification of boxed areas in A-D, respectively. (E) Endocardial expression of *REN:GFP* is shown by colocalization with a *kdrl*:red reporter in hearts at 7 dpa. (E′) MIPAR rendition of *kdrl* colocalization from E (black) and *kdrl*-positive cells that are GFP-negative (red). (F) Graph showing numbers of *kdrl*/GFP double-positive cells. (G) Graph showing the normalized GFP fluorescence of *REN:GFP* colocalized with *tcf21*:Red (pink) or muscle (blue). Data are mean±s.e.m. ****P<0.0001 (Mann-Whitney). ns, not significant.

Activation of epicardium (1-3 dpa) precedes the peak of CM proliferation (7 dpa) during zebrafish heart regeneration (Kikuchi and Poss, 2012). To determine the temporal regulation of *REN*-driven expression, we performed a time course on *REN:GFP* reporter fish. The peak of total *REN:GFP* expression occurred at 3 dpa, coinciding with activated epicardium throughout the heart (Fig. S1A), and was slightly decreased at 7 dpa, plateauing by 14-30 dpa (Fig. S1B). Increased expression of GFP at 3 dpa likely reflects a broader distribution of *REN:GFP* positive cells. To measure the potency of transcriptional stimulation, we calculated mean fluorescence intensity of GFP in colocalized cells. *REN:GFP* intensity did not change in *tcf21:dsRed* cells that colocalized with *REN:GFP* between 3 and 7 dpa, despite the fact that there were fewer cells at 7 dpa [Fig. 1G; magenta dots: 3 dpa, tcf21+GFP mean=20,395 arbitrary density units (ADU)/pixel^2^; 7 dpa, tcf21+GFP mean=24,269 ADU/pixel^2^; Welch's *t*-test, *P*=0.4481]. Nor was there any change in mean fluorescence intensity in CMs that colocalized with *REN:GFP* (Fig. 1G; blue dots: 3 dpa, MHC+GFP mean=2770 ADU/pixel^2^; 7 dpa: MHC+GFP mean=2515 ADU/pixel^2^; Mann–Whitney test, *P*>0.9999). At 3 dpa there was 7.36-fold more GFP intensity in epicardial cells versus CMs and 9.65-fold more GFP intensity at 7 dpa, suggesting that REN has more potent activity in the epicardium (Fig. 1G; 3 dpa, Mann–Whitney test, *P*<0.0001, *N*=15,14; 7 dpa: Mann–Whitney test, *P*<0.0001, *N*=10,10). However, we cannot exclude the possibility that the observed intensity differences were impacted by cell-specific qualities such as size or shape that may influence how GFP is localized. We conclude that *REN:GFP* peaks throughout the heart at 3 dpa, is focused at the site of injury by 7 dpa, and is brighter in the epicardium than the myocardium.

### Minimal components of *REN* contain binding motifs for known pro-regeneration transcription factors

To identify the minimal sequence components that promote *REN* activity we produced new transgenic reporter lines with sub-fragments of *REN* cloned upstream of a minimal promoter driving GFP. Previously, we found DNA sequence motifs enriched in regeneration-specific H3.3 peaks and ranked them by their specificity to regeneration (Goldman et al., 2017). Using the FIMO analysis tool, we searched the *REN* enhancer for enrichment of these cardiac regeneration motifs (CRMs) and found four clusters of CRMs that included some of the most regeneration-specific sequences (Cuellar-Partida et al., 2012). Using the four clusters of CRMs as a guide, we divided *REN* into four blocks and made transgenic reporters containing these blocks in different combinations (Fig. 2A).

**Fig. 2.**
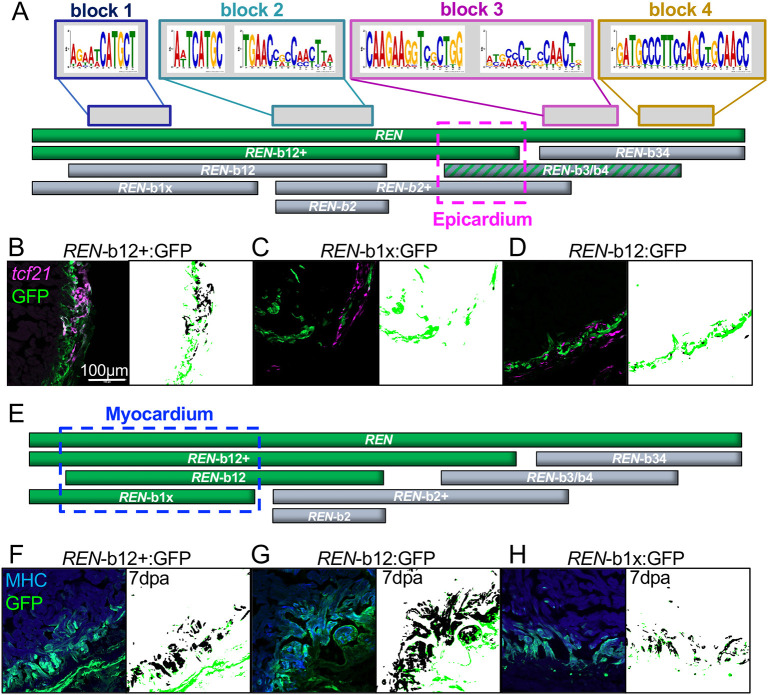
**Myocardial *REN-*directed gene expression is separable from other cell types.** (A) Schematic of full-length *REN* (top green bar) and the seven smaller *REN* fragments used in transgenic reporters. (B-D) GFP-positive fragments in epicardium (green) and GFP-negative (black). The epicardial-specific region is outlined in a pink dashed box in A. Left panels in B-D show hearts from the one positive *REN*-b12+ transgenic (B) and the two negative *REN*-b12 (C) and *REN*-b1x (D) reporters. Right panels show MIPAR renditions of colocalized areas (black) with excess GFP (green). (E) Same schematic as in A except REN fragments colored green are based on expression in muscle (α-MHC specific). (F-H) Left panels show hearts from the three positive reporter lines *REN*-b12+ (F), *REN*-b12 (G) and *REN*-b1x (H). Right panels show MIPAR renditions of colocalized areas (black) with excess GFP (green).

To define a minimal fragment responsible for *REN* epicardial expression we looked for fragments of *REN* that retained expression in epicardium. A fragment containing an extended region encompassing the first two blocks, called *REN*-b12+, is sufficient for activating GFP in *tcf21*-positive cells (Fig. 2B). A second fragment containing just the blocks 1 and 2, called *REN*-b12, is not able to activate in the epicardium (Fig. 2C), nor is the smaller *REN*-b1x fragment (Fig. 2D). Therefore, the 375 bp extended region of REN-b12+ beyond blocks 1 and 2 is necessary for epicardial activity. However, a transgenic reporter containing block 2 and the 375 bp extended region (b2+) does not activate GFP at all during regeneration. This suggests that the 375 bp region is necessary but not sufficient for epicardial GFP activation.

Amputation of the ventricle apex is a standard injury model that is sufficient for full-length REN activity. However, it is possible that more severe injury models would uncover GFP activity from the sub-fragments of *REN* that do not activate after amputation. Therefore, we crossed our *REN* fragments into the zebrafish cardiac ablation transgenic system (ZCAT), in which CM-specific Cre releases the diphtheria toxin stochastically throughout the heart resulting in ablation of up to 60% of CMs (Wang et al., 2011). Most of the *REN* sub-fragments that are silent by amputation remain silent during genetic ablation (*REN*-b34, *REN*-b2, *REN*-b2+; Fig. S2A-C). The one fragment that does activate GFP, *REN*-b3/b4, does so in non-CM cells within the heart wall (Fig. S2D). The ZCAT transgenic ablation system includes a red transgenic marker, so we could not confirm whether these cells were epicardial using our *tcf21* reporter. However, the expression pattern was highly reminiscent of epicardium, raising the possibility that the region responsible for *REN* expression in epicardium is a 140 bp fragment that overlaps with *REN*-b3/b4 and *REN*-b12+. Further investigation will be required to confirm whether this 140 bp region directs epicardial expression from *REN*.

The minimal fragment required for CM expression from *REN* was more straightforward. The three transgenic fragments containing block 1 can drive GFP in CMs at 7 dpa (Fig. 2E-H). Any fragment of *REN* that does not have block 1 also does not activate GFP in CMs (Fig. S2A-C). The most regeneration-specific motif within block 1, CRM17, has homology to binding sites of the AP1 transcription factor complex (JASPAR, *P*=0.0175) previously reported to be required for CM proliferation (Beisaw et al., 2020). Therefore, we isolated a 267 bp minimal fragment of that is both necessary and sufficient for *REN* myocardial activity during regeneration and that contains binding sites for known regulators of CM proliferation.

### *REN* regulates *runx1* expression in CMs and epicardium during regeneration

Multiple lines of evidence suggest that *REN* promotes a pro-regenerative gene expression program. First, *REN* directs expression in proliferating CMs independent from injury (Goldman et al., 2017). Second, *REN* activity peaks just before and during the peak of CM proliferation during regeneration (Fig. 1). Finally, a minimal fragment of *REN* that retains activity in CMs also harbors binding sites for transcription factors already shown to be required for regeneration (Fig. 2). To address whether *REN* is part of a pro-regeneration gene regulatory network, we used CRISPR to stably delete a 3162 bp region of the genome encompassing *REN*, that we call Δ*REN* (Fig. S3A). We note that the 3162 deletion encompasses the entire 1265 bp of the reporter region. There is no reported evidence of other *cis*-regulatory elements being located within the 3162 bp in adult zebrafish cardiac tissues (Cao et al., 2022; Cordero et al., 2024; Goldman et al., 2017). First, we tested Δ*REN* mutants for their ability to complete regeneration. Based on the evidence from the reporter, we hypothesized that homozygous mutants lacking the *REN* enhancer would have impaired regeneration. We amputated the apex hearts from Δ*REN* mutants and their wild-type siblings and observed whether regeneration was completed by 30 days. Surprisingly, the Δ*REN* mutants had complete regrowth of cardiac muscle and absence of scar that is indistinguishable from their wild-type siblings (Fig. S3B,C). We conclude that *REN* is not necessary to complete regeneration.

To examine whether Δ*REN* mutants have delayed regeneration, we measured CM proliferation levels at the peak of regeneration in Δ*REN* mutants and their wild-type clutch mates. We co-stained hearts recovering from amputation of the ventricle apex with Mef2, a marker for CM nuclei, and EdU, a marker of cell cycling (Fig. 3A). Unexpectedly, we found that Δ*REN* mutants had a significant increase in CM cycling compared to wild-type clutch mates (Fig. 3B). The fraction of Mef2-positive CMs that were also positive with the proliferation marker EdU was increased by 28.5% at 7 dpa (Fig. 3B; mean: wild type=9.11% and mutant=11.71%, *P*-value=0.0094, *N*=24 versus 19). There was no difference in CM cycling levels between Δ*REN* mutants and wild-type siblings in uninjured hearts (Fig. S3D). Also, there was no increase in overall CM numbers in adult Δ*REN* mutant hearts compared to their wild-type siblings (Fig. S3E). Thus, we conclude that Δ*REN* mutants have increased levels of CM proliferation that are specific to heart regeneration. This is in stark contrast to our expectations and suggests that *REN* is inducing expression of an anti-proliferative program.

**Fig. 3.**
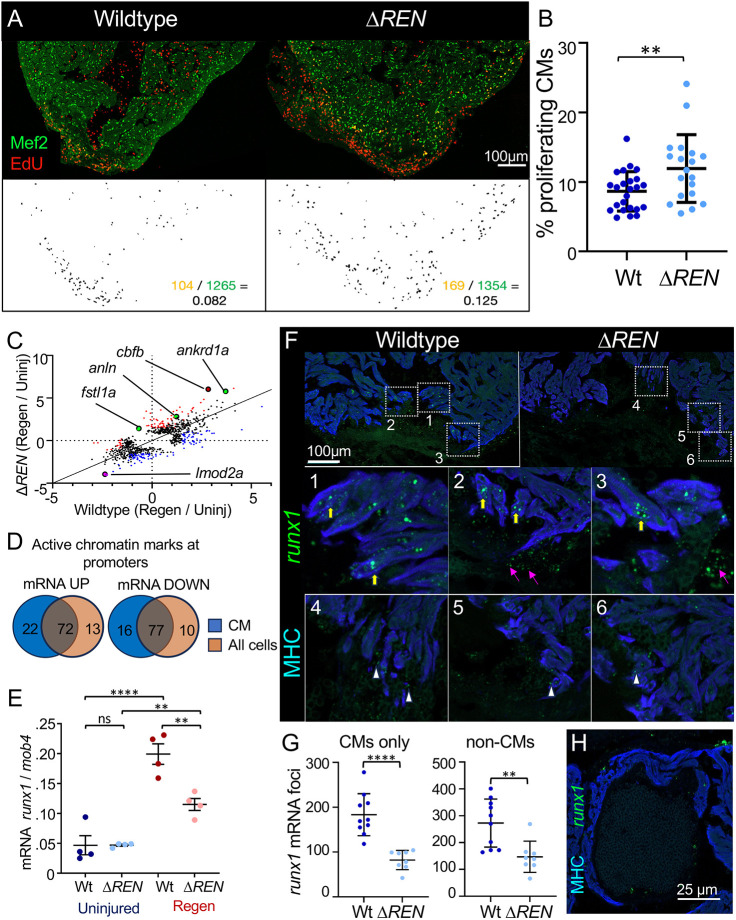
**Deletion of *REN* increases cardiomyocyte proliferation during regeneration.** (A) Top: images of sectioned amputated ventricles (7 dpa) from wild-type and Δ*REN* mutant fish. Sections are stained for Mef2c (green) and EdU (red). Bottom: double-positive cells are highlighted in black using a MIPAR software rendition. Scale bar: 100 µm. (B) Quantification of CM proliferation indices (Mef2^+^EdU^+^ cells/total Mef2^+^ cells) in 7 dpa ventricles. Wild type (Wt), dark blue; mutant, light blue. (C) Scatterplot of RNA-seq results comparing wild-type (*x*-axis) and Δ*REN* mutant (*y*-axis) samples. Each dot represents a transcript and is plotted by the log_2_ for the ratio of normalized reads from regeneration/normalized reads from the uninjured samples. Red dots are those transcripts that deviate by a linear regression >3-fold and blue dots are those transcripts that deviate by linear regression <−3-fold. Transcripts that are highlighted in the text are additionally marked in black circles. Green, pro-regeneration/proliferation genes; pink, sarcomeric genes; runx1-coregulatory factor *cbfb*, dark red. (D) Venn diagram comparing chromatin marks at the promoters of genes for which mRNA either increases (left) or decreases (right) in Δ*REN* mutant hearts during regeneration. (E) ddPCR shows the abundance of *runx1* transcripts increasing from uninjured wild-type hearts (dark blue) during heart regeneration (red). In Δ*REN* mutant fish (light blue, pink), *runx1* levels increase less so. The *y*-axis is the calculated *runx1* mRNA numbers normalized to calculated number of *mob4* mRNA. (F) Images of sectioned amputated ventricles (3 dpa) from wild-type and Δ*REN* mutant fish. Sections are stained by RNAscope using a probe for *runx1* (green) and muscle was immunostained with an antibody towards myosin heavy chain (MHC; blue). Boxes 1-6 show a magnification of boxed regions around the wounds highlighting *runx1* mRNA within the muscle (yellow arrows), epicardial cells (pink arrows) and likely endocardial cells adjacent to muscle that remains in the mutant (white arrowheads). (G) The number of *runx1* mRNA foci from images such as F were counted using MIPAR. Quantification of foci that colocalized with muscle (MHC) is shown on the left. Quantification of foci that are not muscle is shown on the right. (H) There is little to no basal expression of *runx1* in muscle around uninjured cardiac valves. Data are mean±s.e.m. **P<0.01, ****P<0.0001 (Welch's *t*-test). ns, not significant.

As *REN* is a transcriptional enhancer, we expected that its deletion would cause gene expression changes during regeneration. 

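Hearts of adult zebrafish homozygous for a deletion of *REN* (Δ*REN* mutants) and of their wild-type siblings were sequenced uninjured and at 7 days post-amputation (7 dpa), with 3 libraries in each of the 4 groups of genotype and injury. Males and females were mixed in every group. Neither the paper's text nor the labels state whether a library holds 1 heart or a pool, so each p measures the spread between libraries only. The wild-type libraries are titled as homozygous wild type but carry a genotype field that reads as heterozygous, and they were taken as wild type, as the paper names them. The RNA was described as purified with poly(T) beads. The authors aligned read pairs to the GRCz10 genome with HISAT2, whose version is not given, and counted them per Ensembl gene with featureCounts 1.5.1, with no regard to strand and without reads that align to several places. The values are raw counts with no normalization. Most counts lay in ribosomal RNA. The feature *zgc:158463* on chromosome 5 from 825789 to 827000 took 11.6% to 53.8% of a library's counts. It was taken as nuclear ribosomal RNA, with 4 short features beside it, from its place and its share, and no genome sequence was used here. The mitochondrial features at the places of the 16S and 12S ribosomal RNA, from 2043 to 3725 and from 1020 to 1971, took 14.4% to 44.1% and 1.64% to 9.54%. All other features held 17.9% ± 2.64 (SD, n = 3) of the counts in uninjured wild-type hearts and 30.0% ± 17.4 (SD, n = 3) in wild-type hearts at 7 dpa. In mutants they held 27.3% ± 9.95 (SD, n = 3) in uninjured hearts and 43.0% ± 11.3 (SD, n = 3) at 7 dpa. Libraries held 5937519 to 15386480 counts in all and 1050689 to 6826725 outside ribosomal RNA. After genes with few counts were left out with edgeR's filterByExpr, 9667 genes were scaled with TMM and tested with edgeR's quasi-likelihood method in 1 fit of the 4 group means over the 12 libraries. p was adjusted by Benjamini-Hochberg. A gene is said to rise, fall or change only where this adjusted p lies under 0.05. Abundance is given in CPM, with library sizes scaled by TMM, and an error of a log2 fold change is its standard error.

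**Figure D1:**
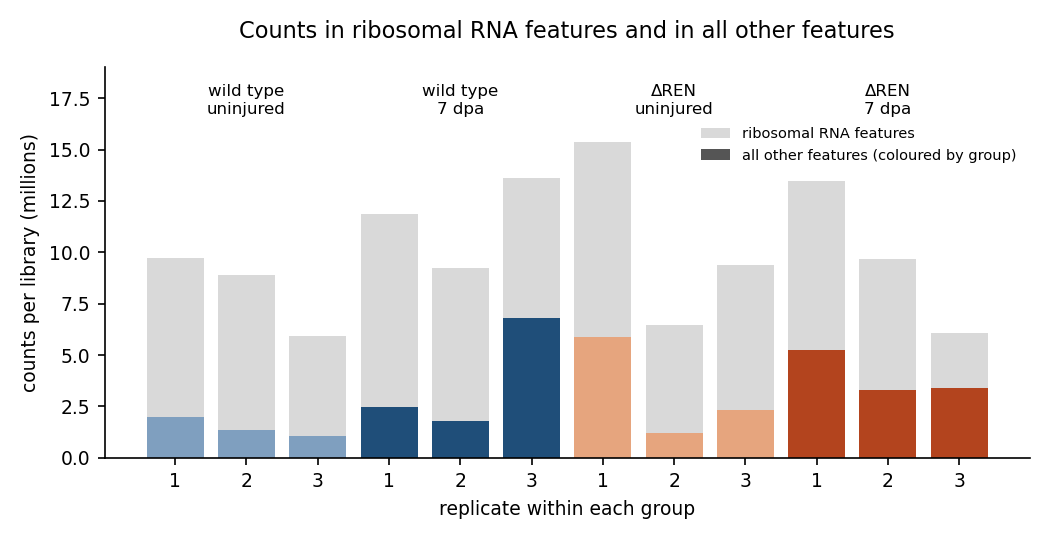
Counts per library, with the grey part of each bar for ribosomal RNA features and the coloured part for all other features, for the 3 replicates of each group. The coloured part runs from 15.35% of a bar, in uninjured wild-type replicate 2, to 55.81%, in mutant replicate 3 at 7 dpa.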

Bulk RNA-sequencing (RNA-seq) of Δ*REN* mutant hearts and their wild-type siblings identified transcripts that were relatively increasing or decreasing in Δ*REN* mutants during regeneration (Fig. S3E). 

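Of 35 tested genes of the epicardium and of activated fibroblasts, the cells that cover the heart and lay down matrix after injury, 15 rose at 7 dpa in wild-type siblings and 18 in Δ*REN* mutants. None fell (24 and 22 higher when adjusted over the list alone). The lists were fixed before the counts were examined, but after the first part of the paper's Table S2, its result for uninjured hearts, had been seen. Among them, *postnb*, which encodes the matrix protein periostin, rose 17.8-fold in wild type (log2 fold change 4.15 ± 0.45, adjusted p = 4.57e-05 from edgeR's quasi-likelihood test, n = 3 against 3) and 20.6-fold in mutants (4.37 ± 0.45, adjusted p = 1.62e-05). The list passed camera's test against all other genes with adjusted p = 1.71e-13 in wild type and 2.17e-14 in mutants, and with adjusted p = 0.263 with an estimated correlation in both. The gene with the smallest p in both genotypes was *tagln*, which encodes the actin-binding protein transgelin of smooth muscle and activated fibroblasts. It rose 11.6-fold in wild type (log2 fold change 3.54 ± 0.28) and 22.5-fold in mutants (4.49 ± 0.28). Of 19 tested genes of outflow tract smooth muscle, 4 were higher and 1 was lower at 7 dpa in wild type, and likewise 4 and 1 in mutants (6 higher and 2 lower, and 5 and 1, when adjusted over the list alone). This list gave adjusted p = 0.00818 in wild type and 0.00937 in mutants by camera, and adjusted p = 0.263 with an estimated correlation in both. Of 40 tested genes of macrophages, neutrophils and other leukocytes, 3 were higher and 1 was lower in wild type, and 7 were higher in mutants (6 and 1, and 18, when adjusted over the list alone). The macrophage scavenger receptor *marco* rose 3.11-fold in wild type (log2 fold change 1.64 ± 0.28) and 3.05-fold in mutants (1.61 ± 0.26). The leukocyte list gave adjusted p = 0.00315 in wild type and 1.9e-09 in mutants by camera, and adjusted p = 0.776 and 0.484 with an estimated correlation. The share of counts outside ribosomal RNA was also higher at 7 dpa than in uninjured hearts on average in both genotypes.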

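Of 29 tested genes of fatty acid oxidation, which supplies energy to heart muscle, 5 fell at 7 dpa in wild-type siblings and 3 in Δ*REN* mutants, and none rose (14 and 8 lower when adjusted over the list alone). The long-chain acyl-CoA synthetase gene *acsl1b* fell in both (log2 fold change -1.92 ± 0.40 in wild type and -1.76 ± 0.40 in mutants), as did *acadvl*, which encodes very long-chain acyl-CoA dehydrogenase (-2.34 ± 0.50 and -2.30 ± 0.51). The list's median log2 fold change was -0.85 in wild type and -0.49 in mutants, with adjusted p = 8.5e-07 and 1.65e-05 by camera and adjusted p = 0.456 and 0.551 with an estimated correlation. Of 74 nuclear genes of oxidative phosphorylation, 5 fell and 1 rose in wild type, and 1 rose in mutants (50 lower and 1 higher, and 1 higher, when adjusted over the list alone). Their median was -0.86 in wild type, with adjusted p = 2.9e-15 by camera and adjusted p = 0.66 with an estimated correlation, and -0.12 in mutants, with adjusted p = 0.401. With library sizes alone in place of TMM, the medians of both lists turned to 0.23 and 0.30 in wild type, where the median of all genes moved by 0.94. In all, 297 genes changed in wild type, 183 higher and 114 lower, and 431 in mutants, 286 higher and 145 lower, by edgeR's quasi-likelihood test. With library sizes alone these splits were 880 higher and 5 lower, and 693 higher and 5 lower. The balance also turned the other way: voom gave 178 higher and 294 lower in wild type and 426 and 440 in mutants. Mutants gave 295 and 491 without the 3 libraries that stand apart (uninjured wild-type replicate 3, wild-type replicate 3 at 7 dpa and uninjured mutant replicate 1) and 193 and 244 without the last alone. Of the genes that rose, 93 were shared by both genotypes, where independent lists would share 5.41, and of those that fell, 29 were shared, where 1.71 would be. At an unadjusted p under 0.05 the counts were 1828 in wild type and 1882 in mutants. The 297 calls in wild type, by adjusted p, became 65 without uninjured replicate 2, 77 without uninjured replicate 3, 65 without replicate 1 at 7 dpa, 490 without replicate 2 and 108 without replicate 3. The 431 calls in mutants, by adjusted p, became 171 and 167 without uninjured replicates 2 and 3 and 176 and 230 without replicates 1 and 2 at 7 dpa.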

We performed linear regression analysis on the 2036 transcripts changing during regeneration in wild-type hearts and the 2159 transcripts changing during regeneration in the mutant and found 305 transcripts for which the fold-change during regeneration was significantly different (Fig. 3C; Table S1). 

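Above a line fitted through the responses of Δ*REN* mutants and wild-type siblings lay *serpine1*, which encodes the plasminogen activator inhibitor PAI-1, and *lmna*, which encodes nuclear lamins A and C. The rule of the paper's Methods was applied to the transcripts with an unadjusted p under 0.05 in both genotypes and more than 2-fold change in at least 1 of them, which left 577. The line through their log2 fold changes, mutants on wild type, had a slope of 0.95, an intercept of 0.03 and r² of 0.805, across genes, which are not independent replicates. More than 1 log2 unit above it lay 34 transcripts and more than 1 below it 30. Of the 34 above, 29 were higher at 7 dpa in both genotypes. Of the 30 below, 11 were lower in both and 19 were higher in wild type. The residual was 2.36 for *serpine1*, 1.44 for *lmna*, 1.1 for *tagln*, -1.22 for *lpin1a*, which encodes the phosphatidate phosphatase lipin 1, and -1.41 for *tln2a*, which encodes the integrin-linked protein talin 2. A residual carries no test. The unadjusted p of the difference between the genotypes' responses lay under 0.05 for 14 of the 34 and 11 of the 30, and the smallest adjusted p was 0.402 by edgeR's quasi-likelihood test. The count beyond the line was 121 without uninjured wild-type replicate 1.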

There were 141 transcripts where the fold-change was relatively decreased in Δ*REN* mutants (Fig. 3C, blue dots) and 164 transcripts where the fold-change was relatively increased in the Δ*REN* mutants (Fig. 3C, red dots). 

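The gene with the smallest p for a difference between the genotypes' responses was *atf3*, which encodes a stress-induced transcription factor that pairs with Fos and Jun proteins. It rose 5.49-fold at 7 dpa in wild-type siblings (log2 fold change 2.46 ± 0.47, adjusted p = 0.00848 from edgeR's quasi-likelihood test) and had a log2 fold change of -0.77 ± 0.41 in Δ*REN* mutants (adjusted p = 0.309). Abundance of *atf3* was 3.73 ± 2.30 CPM (SD, n = 3) in uninjured wild-type hearts and 35.06 ± 16.3 CPM (SD, n = 3) in uninjured mutants. At 7 dpa it was 22.6 ± 10.9 and 20.5 ± 9.56 CPM (SD, n = 3), so the genotypes differed in uninjured hearts. The difference of the responses was -3.23 ± 0.62 (unadjusted p = 5.1e-05, adjusted p = 0.402). It passed in 4 of 23 alternatives, which range from adjusted p = 1.51e-10 to 0.806, among them without uninjured mutant replicate 1. The call of the rise in wild type ended without uninjured wild-type replicate 2 (adjusted p = 0.0687), uninjured wild-type replicate 3 (adjusted p = 0.057) or wild-type replicate 1 at 7 dpa (adjusted p = 0.0591). Its adjusted p from edgeR and the other tools ranged from 2.62e-12 to 0.0687 over the alternatives. Differences of opposite sign were those of *btg2*, an anti-proliferative gene (1.73 ± 0.46, adjusted p = 0.475), and *cyp26b1*, which encodes an enzyme that degrades retinoic acid (3.03 ± 0.83, adjusted p = 0.48). Of the 9667 genes, 0 passed edgeR's quasi-likelihood test of this difference and 657 had an unadjusted p under 0.05, where 483 are expected by chance. DESeq2 called 10 genes and limma's voom called 0. Of 74 nuclear genes of oxidative phosphorylation, 73 had a positive difference and 18 an unadjusted p under 0.05, with a median of 0.74, adjusted p = 2.44e-13 by camera and adjusted p = 0.761 with an estimated correlation. In simulated libraries of this size and number the test found 26 of 100 differences of 4-fold and 4 of 100 of 2-fold.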

We conclude that deletion of *REN* results in dysregulation of gene expression during heart regeneration.

To identify cell-type-specific expression of the differential genes, we looked for enrichment of CM-specific H3.3 at their promoters (Goldman et al., 2017). Of the 305 transcripts with differential fold-change, 187 had the CM-specific H3.3 in their promoters during regeneration, suggesting that the genes were expressed in CMs (Fig. 3D). The promoters of another 23 genes expressing transcripts with a change in levels in Δ*REN* mutants had active chromatin marks (H3K27ac) but not H3.3-CM (Goldman et al., 2017), suggesting expression in other cell types besides CMs. Taken together, 61% of transcripts disrupted in Δ*REN* mutant hearts were likely expressed in CMs, with only 7.5% specific to other cell-types. We cannot exclude that H3.3-positive genes are being expressed in other cells in addition to the muscle, but do conclude that, upon deletion of *REN*, dysregulated genes largely occur in CMs.

Several of the 50 transcripts that increase during regeneration in Δ*REN* mutants are known regulators of cardiac regeneration. For example, in mice, epicardial expression of Fstl1 increases CM proliferation and, in Δ*REN* mutants, *fstl1a* mRNA is 4× more abundant during regeneration (increased 22.14-fold in Δ*REN* mutants, increased 5.48-fold in wild type) (Wei et al., 2015). Also, *fibronectin 1a* (*fn1a*) is required for zebrafish heart regeneration, and *fn1a* transcripts increase 11.57-fold in Δ*REN* mutants, but only 6.12-fold in wild-type siblings (Wang et al., 2013). 

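Follistatin-like 1a (*fstl1a*, ENSDARG00000015559), which encodes a secreted glycoprotein, lies on chromosome 1 of GRCz10 from 46768491 to 46794128. Its abundance was 0.491 ± 0.432 CPM (SD, n = 3) in uninjured and 3.00 ± 1.51 CPM (SD, n = 3) in 7 dpa hearts of wild-type siblings. In Δ*REN* mutants it was 0.287 ± 0.088 CPM (SD, n = 3) and 6.50 ± 2.10 CPM (SD, n = 3). It rose 5.44-fold in wild type (log2 fold change 2.44 ± 0.55, adjusted p = 0.0244 from edgeR's quasi-likelihood test) and 22.0-fold in mutants (4.46 ± 0.54, adjusted p = 8.62e-05). The difference between these responses was 2.02 ± 0.87 on the log2 scale (unadjusted p = 0.0323, adjusted p = 0.676). Between the genotypes at 7 dpa, *fstl1a* was 2.06-fold more abundant in mutants (log2 fold change 1.04 ± 0.37, adjusted p = 0.24). Its paralog *fstl1b* rose in both genotypes (log2 fold change 1.16 ± 0.28 and 1.34 ± 0.28, adjusted p = 0.0348 and 0.00995 from the same test). The values of *fstl1a* rest on 0 to 6 counts in each uninjured wild-type library and 1 to 4 in each uninjured mutant library. The call in wild type ended without uninjured replicate 2 or 3 or replicate 1 or 3 at 7 dpa, with adjusted p of 0.0677 to 0.0947, in a range over its alternatives of 9.05e-05 to 0.192.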

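The gene *fn1a* (ENSDARG00000019815), which encodes the matrix glycoprotein fibronectin, lies on chromosome 9 of GRCz10 from 15391097 to 15453436. Its abundance was 2.44 ± 0.556 CPM (SD, n = 3) in uninjured and 15.2 ± 8.52 CPM (SD, n = 3) in 7 dpa hearts of wild-type siblings. In Δ*REN* mutants it was 1.67 ± 0.603 CPM (SD, n = 3) and 19.0 ± 15.9 CPM (SD, n = 3). This was a rise of 5.93-fold in wild type (log2 fold change 2.57 ± 0.54, adjusted p = 0.0164 from edgeR's quasi-likelihood test) and of 11.6-fold in mutants (3.53 ± 0.54, adjusted p = 0.000946). The difference between the responses was 0.96 ± 0.77 on the log2 scale and did not pass the test (adjusted p = 0.867). At 7 dpa the log2 fold change of *fn1a* between mutants and wild type was 0.32 ± 0.43 (adjusted p = 0.79). The second fibronectin gene, *fn1b*, rose 5.23-fold in wild type and 7.68-fold in mutants (log2 fold change 2.39 ± 0.35 and 2.94 ± 0.35). The call of *fn1a* in wild type ended without uninjured replicate 2 or 3 or replicate 1 at 7 dpa, with adjusted p of 0.0767 to 0.0875, in a range over its alternatives of 7.14e-12 to 0.0875.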

Expression of *ankrd1a* (also known as CARP) increases 52.82-fold in Δ*REN* mutants but only 12.96-fold in wild-type regeneration. 

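The gene *ankrd1a* (ENSDARG00000075263), which encodes a cardiac ankyrin repeat protein induced in stressed muscle, lies on chromosome 17 of GRCz10 from 23442948 to 23449912. Its abundance was 0.579 ± 0.367 CPM (SD, n = 3) in uninjured and 6.28 ± 3.29 CPM (SD, n = 3) in 7 dpa hearts of wild-type siblings. In Δ*REN* mutants it was 0.435 ± 0.212 CPM (SD, n = 3) and 21.4 ± 6.58 CPM (SD, n = 3). It rose 13.1-fold in wild type (log2 fold change 3.72 ± 0.55, adjusted p = 0.00108 from edgeR's quasi-likelihood test) and 52.6-fold in mutants (5.72 ± 0.49, adjusted p = 2.12e-06), and passed in every alternative in both. At 7 dpa it was 3.30-fold more abundant in mutants than in wild type (log2 fold change 1.72 ± 0.34, adjusted p = 0.0497), a call kept in 10 of 25 alternatives that range from adjusted p = 6.96e-06 to 0.174. The libraries whose omission ended it were 9 of the 12, all but uninjured mutant replicate 1, mutant replicate 2 at 7 dpa and wild-type replicate 3 at 7 dpa. The responses differed by 2.00 ± 0.91 on the log2 scale (unadjusted p = 0.0402, adjusted p = 0.697).

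**Figure D2:**
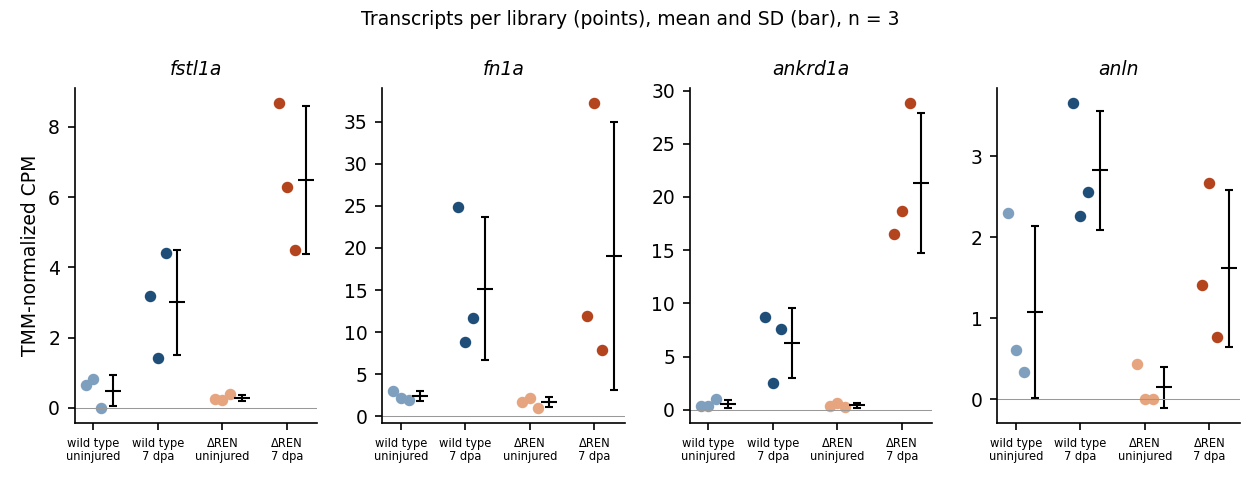
TMM-normalized CPM of 4 genes in each library (points), with the mean and SD of each group of 3 (bar), in uninjured and 7 dpa hearts of wild-type siblings and Δ*REN* mutants. Mean abundance of *ankrd1a* at 7 dpa is 6.28 CPM in wild type and 21.4 CPM in mutants, and that of *fn1a* is 15.2 and 19.0 CPM, with wide spread.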

An enhancer for CARP called *2ankrd1aEN* was found together with *REN* using H3.3 profiling, and *2ankrd1aEN* can drive gene expression at the site of injury in both mouse and porcine hearts (Yan et al., 2022). Finally, there is *anln*, which encodes a protein required for cytokinesis (increased 6.19-fold in Δ*REN* mutants, increased 2.41-fold in wild-type siblings, residual=1.72) (Oegema et al., 2000; Takayama et al., 2003). 

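The gene *anln* (ENSDARG00000060917), which encodes the actin-binding protein anillin of the cleavage furrow, lies on chromosome 19 of GRCz10 from 35846035 to 35863542. It rose 6.77-fold at 7 dpa in Δ*REN* mutants (log2 fold change 2.76 ± 0.76, adjusted p = 0.0452 from edgeR's quasi-likelihood test), from 0.146 ± 0.253 to 1.61 ± 0.967 CPM (SD, n = 3). In wild-type siblings its abundance was 1.08 ± 1.06 and 2.83 ± 0.737 CPM (SD, n = 3), with a log2 fold change of 1.12 ± 0.61 (adjusted p = 0.336). Its residual from the line of the responses was 1.67, and the difference of the responses was 1.64 ± 1.00 (adjusted p = 0.814). Uninjured mutant libraries held 0 to 7 counts of *anln* and uninjured wild-type libraries 1 to 21, and the log2 fold change between them was -2.45 ± 0.84 (adjusted p = 0.159). Of 20 tested genes of the cell cycle and cytokinesis, 2 rose in wild type, *RRM2* and *mcm5*, and 5 in mutants, *RRM2*, *stmn1a*, *mcm4*, *hmgb2b* and *anln* (4 and 11 higher when adjusted over the list alone). *RRM2*, the human-style symbol of the reference for a subunit of ribonucleotide reductase, rose 4.26-fold in wild type (log2 fold change 2.09 ± 0.41) and 5.70-fold in mutants (2.51 ± 0.43). The list's median log2 fold change was 1.08 in wild type and 1.63 in mutants, with adjusted p = 1.06e-06 and 5.47e-07 by camera and adjusted p = 0.327 with an estimated correlation in both. Between the genotypes at 7 dpa, 0 of the 20 passed edgeR's test over all genes or over the list alone, 2 had an unadjusted p under 0.05, and 0 passed DESeq2, the exact test or voom. The list's median log2 fold change between mutants and wild type was -0.548 at 7 dpa and -0.766 in uninjured hearts. Both medians were lower in mutants, as was the value of *anln* at 7 dpa (-0.81 ± 0.54). The list passed camera in neither of these comparisons of the genotypes. These values come from RNA of whole hearts, whereas the paper counted cycling cardiomyocytes. The call of *anln* in mutants ended without any of uninjured mutant replicates 2 and 3, mutant replicates 1 and 2 at 7 dpa, uninjured wild-type replicate 2 and wild-type replicate 1 at 7 dpa. The adjusted p from edgeR was then 0.0511 to 0.165, in a range over its alternatives of 0.000506 to 0.165.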

The increased induction of pro-regeneration and pro-proliferation genes supports our observation of improved proliferation of CMs (Fig. 3D) in Δ*REN* mutants.

Based on the expression of the transgenic reporter line, genes that are a direct target(s) of *REN* would be expected to decrease in abundance when *REN* is deleted. There were 103 transcripts that decreased relatively in mutant hearts during regeneration (Fig. 3C, red dots; Table S1). 

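Among the transcripts below the line was *lmod2a* (ENSDARG00000045634), which encodes leiomodin 2a, a protein of the thin filaments of heart muscle, on chromosome 25 of GRCz10 from 27372913 to 27376636. It fell at 7 dpa in both genotypes. It had a log2 fold change of -2.32 ± 0.53 in wild-type siblings (adjusted p = 0.0254 from edgeR's quasi-likelihood test) and -4.01 ± 0.66 in Δ*REN* mutants (adjusted p = 0.00171). Its residual was -1.83. The call in wild type ended without uninjured replicate 2 or 3 or replicate 1 or 3 at 7 dpa, with adjusted p of 0.0732 to 0.122, in a range over its alternatives of 0.000308 to 0.215. Of 45 tested sarcomere genes of heart muscle, 2 rose and 3 fell in wild type, and 3 rose and 2 fell in mutants (3 and 10, and 4 and 6, when adjusted over the list alone). *MYH6* (ENSDARG00000079564), the human-style symbol of the reference for a myosin heavy chain, rose 9.52-fold in wild type (log2 fold change 3.25 ± 0.31) and 6.37-fold in mutants (2.67 ± 0.30). The symbol alone does not tell in which heart chamber this zebrafish gene is expressed. The sarcomere list had a median of -0.26 in wild type, which turned to 0.69 with library sizes alone, and adjusted p = 0.0286 by camera, with adjusted p = 0.761 with an estimated correlation. From transcripts on both sides of the line, the paper concludes that loss of *REN* dysregulates expression during regeneration.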

Only three of these transcripts are encoded in genes on chromosome 1 with *REN*; however, it is unlikely that they are direct targets. For example, *Meis1* is the transcription factor involved in maturation of mouse CMs (Mahmoud et al., 2013), that increases 5.67-fold in wild-type regeneration but does not increase in Δ*REN* mutants. However, the *meis1* gene is 49.97Mbp away from REN on the other end of the chromosome. 

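Of the 30 transcripts below the line here, 0 lay on chromosome 1. This number depends on the libraries and the selection: 3 of 59 lay there without uninjured wild-type replicate 1, and 9 of 315 with an unadjusted p under 0.05 in either genotype. The line and its residuals carry no test of edgeR or another tool, and 11 of the 30 had an unadjusted p under 0.05 for the difference of the responses. Above the line, 2 lay on chromosome 1, *fstl1a* and *uchl1*, the second named after its values were seen. The gene *uchl1* encodes a ubiquitin hydrolase best known from neurons and starts at 21957017 of GRCz10. It rose 4.03-fold in wild-type siblings and 10.4-fold in Δ*REN* mutants, with a residual of 1.45.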

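Of the zebrafish genes named for Meis1, a homeobox transcription factor, *meis1a* (ENSDARG00000002937) lies on chromosome 1. Its abundance was 0.177 ± 0.166 CPM (SD, n = 3) in uninjured and 1.34 ± 0.236 CPM (SD, n = 3) in 7 dpa hearts of wild-type siblings. In Δ*REN* mutants it was 0.857 ± 0.308 CPM (SD, n = 3) and 1.38 ± 0.352 CPM (SD, n = 3). It rose 5.70-fold in wild type (log2 fold change 2.51 ± 0.65, adjusted p = 0.0424 from edgeR's quasi-likelihood test) and had a log2 fold change of 0.72 ± 0.47 in mutants (adjusted p = 0.43). The responses differed by -1.80 ± 0.83 on the log2 scale (unadjusted p = 0.0439, adjusted p = 0.715), and uninjured mutants differed from uninjured wild type by 1.85 ± 0.71 (adjusted p = 0.215). The second gene, *meis1b* (ENSDARG00000012078) on chromosome 13 from 5361965 to 5440976, had log2 fold changes of 0.43 ± 0.23 in wild type (adjusted p = 0.338) and -0.09 in mutants (adjusted p = 0.874). Uninjured wild-type libraries held 0 to 3 counts of *meis1a*. Its call in wild type was kept in 12 of 24 alternatives, whose adjusted p ranges from 0.00708 to 0.203. It ended without any 1 of 9 libraries, all but mutant replicate 3 and wild-type replicate 2 at 7 dpa and uninjured mutant replicate 1.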

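On GRCz10, *meis1a* lies on chromosome 1 from 50831295 to 50881287 and *REN* on the same chromosome from 1355825 to 1357825, which puts the start of *meis1a* 49.475 Mb from the start of *REN*.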

Enhancers have been reported to interact with promoters at incredible distances including between different chromosomes (Markenscoff-Papadimitriou et al., 2014), although by chromosome capture, promoters and enhancers interact within 1 Mb ∼80% of the time (Rao et al., 2014). From experimentally validated enhancer-gene associations, the largest reported distance between an enhancer and its *cis*-regulated promoter is 1.7 Mb away for the *Myc* gene in mouse (Bahr et al., 2018; Gasperini et al., 2019). We find it unlikely that the three genes downregulated on chromosome 1 in *REN* mutants are direct targets of *REN* from 25-50 Mbp away and conclude that RNA-seq alone is insufficient to identify the direct target(s) of *REN*.

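Near *REN*, 83 genes start within 1.7 Mb on chromosome 1, of which 31 had enough counts to test and 13 had no count in any library. During regeneration, *adamts1* rose in Δ*REN* mutants by edgeR's quasi-likelihood test over all genes, and 0 of the 31 passed in mutants over these genes alone. DESeq2 and edgeR's exact test each called 1 of the 31 in mutants, and voom 0. Of the 31, 0 changed in wild-type siblings by edgeR's quasi-likelihood test over all genes, with 3 at an unadjusted p under 0.05 in wild type, all lower. The 3 were *rasa3*, a Ras GTPase-activating protein gene (log2 fold change -1.33 ± 0.63), *atp5pf*, a subunit gene of ATP synthase (-1.28 ± 0.37), and *ATP1A1*, a human-style symbol for a sodium pump subunit (-0.49 ± 0.23). DESeq2, edgeR's exact test and voom each called *atp5pf* alone. For the difference of the responses 0 of the 31 passed edgeR's test, over all genes or over these alone, 0 passed DESeq2 or voom, and 3 had an unadjusted p under 0.05. The domain shared by *runx1* and *REN* runs from 960001 to 2240000 and holds 27 gene starts, of which 5 could be tested. Of these, 0 had an unadjusted p under 0.05 for genotype at either stage or for the difference. The gene *runx1* (ENSDARG00000087646, from 1241694 to 1253961), which encodes the Runt-domain transcription factor, had 3 to 5 counts in each wild-type library and 1 to 4 in each mutant library, too few for the filter. In a fit to which it was added after the data were seen, its log2 fold change in regeneration was -1.17 in wild type (adjusted p = 0.524), and the difference of the responses was 0.36 (adjusted p = 0.978). The gene model counted for *runx1* holds 452 nt of exon, and reads outside it do not enter these counts. Counts this low leave a wide range of differences in *runx1* open.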

Published experiments using Hi-C have detailed topologically associating domains (TADs) of self-associating chromatin from adult zebrafish brain and skeletal muscle (Yang et al., 2020). *Cis*-chromatin interactions within TADs helps delineate enhancer-gene pairing from chromosome looping, which is remarkably similar between cell and tissue-types (Rao et al., 2014), developmental stages (Yang et al., 2020) and even between species (Harmston et al., 2017; Kikuta et al., 2007). In both zebrafish brain and skeletal muscle, the first TAD at the end of chromosome 1 encompasses *runx1* and *REN* in a 1.28 Mbp domain (Yang et al., 2020) suggesting they may interact (Fig. S3F; Table S2). Activity by contact modeling of single-cell ATAC-sequencing (ATAC-seq) from adult zebrafish brain (Yang et al., 2020) shows that *REN* and the *runx1* promoter are accessible within the same cells and therefore predicts *REN* to be an enhancer of *runx1* (Table S2).

To determine if *REN* regulates *runx1* in regenerating hearts, we measured changes in *runx1* mRNA in Δ*REN* mutants using the more sensitive droplet digital PCR (ddPCR) assay. For ddPCR, tens of thousands of individual PCR reactions are performed in parallel within separate lipid vesicles. The fraction of droplets that fluoresce from a successful PCR reaction are used to then extrapolate the original number of transcripts using the Poisson distribution. Using ddPCR, we observed a 4.3-fold increase in the number of *runx1* transcripts during regeneration of wild-type hearts (Fig. 3E). Mutant Δ*REN* hearts, however, showed only a 2.4-fold increase, or 57%, of the wild-type during regeneration (Fig. 3E). The remaining increase in *runx1* abundance in Δ*REN* mutant hearts may come from endocardium, where the *runx1*-BAC reporter is induced (Koth et al., 2020) but *REN* regulates little to no expression (Fig. 1F). Therefore, we suggest that *REN* is an enhancer that regulates *runx1* expression in most cell types but not likely in the endocardium. 

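The gene *cbfb* (ENSDARG00000040917), which encodes core-binding factor beta, lies on chromosome 18 of GRCz10 from 23004975 to 23083596. Its abundance rose 5.20-fold at 7 dpa in Δ*REN* mutants (log2 fold change 2.38 ± 0.50, adjusted p = 0.00923 from edgeR's quasi-likelihood test), from 0.475 ± 0.300 to 2.55 ± 0.851 CPM (SD, n = 3). In wild-type siblings it was 1.19 ± 0.158 and 1.45 ± 0.482 CPM (SD, n = 3), with a log2 fold change of 0.26 ± 0.50 (adjusted p = 0.832). The responses differed by 2.12 ± 0.71 on the log2 scale (unadjusted p = 0.00773, adjusted p = 0.552), and at 7 dpa mutants differed from wild type by 0.85 ± 0.41 (adjusted p = 0.364). Of the other Runx factors and partners on the list, only *cbfa2t3*, which encodes a corepressor, changed. It fell in both genotypes (log2 fold change -1.14 ± 0.27 in wild type, adjusted p = 0.029, and -1.73 ± 0.26 in mutants, adjusted p = 0.000946). The corepressor genes *tle3a* and *tle3b* did not pass, and *runx2a*, *runx2b*, *runx3* and *cbfa2t2* had too few counts to test. The call of *cbfb* in mutants was kept in 24 of 25 alternatives and ended without uninjured mutant replicate 3 (adjusted p = 0.058), in a range over its alternatives of 0.000276 to 0.058.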

Interestingly, mRNA for *cbfb*, a binding partner and co-factor required for Runx1 transcriptional activity, increases during regeneration in our RNA-seq of Δ*REN* mutant hearts (Fig. 3C, 5.2-fold, *P*-value=2.84×10^−4^; Table S1). Likely, a feedback loop is activated without the presence of *runx1*, but only during regeneration and not in uninjured hearts.

To determine the cell-type-specific distribution of *runx1* expression we used RNAscope and a *runx1*-specific probe on wild-type and Δ*REN* mutant hearts (Fig. 3F). Co-staining of the *runx1* probe with an antibody towards the myosin heavy chain demonstrated that *runx1* mRNA decreased 65% in CMs of Δ*REN* mutant hearts (Fig. 3G; mean: wild type=183.3 and mutant=82.13, *P*-value<0.0001, *N*=10 versus 8). We note that the remaining signal in the muscle may largely be background (see Materials and Methods). We could not find a co-staining strategy that worked for epicardium or endocardium with RNAscope. However, non-CM signal from *runx1* mRNA also decreased by 56%, suggesting that *REN* controls expression in either epicardium or endocardium (Fig. 3G; mean: wild type=272.6 and mutant=147, *P*-value=0.0035, *N*=10 versus 8). Due to the reporter expression pattern (see Fig. 1) we predict that it is in epicardial cells. The disappearing non-CM *runx1* mRNA occurred in cells invading into the wound in ways similar to what is reported in the literature for epicardial cells (Fig. 3F, boxes 2 and 3 wild type versus boxes 5 and 6 ΔREN) (Lepilina et al., 2006). In contrast, some of the remaining *runx1* mRNA is localized adjacent to cardiac muscle in regions reminiscent of endocardial cells (Fig. 3F, white arrowheads in boxes 4, 5 and 6). We conclude that, during regeneration, *REN* is a transcriptional enhancer of *runx1* expression in CMs and another cell type(s) that is likely epicardium.

The expression of *runx1* is minimal around cardiac valves in uninjured hearts (Fig. 3H). If detected, it is mainly confined to endocardial interstitial cells that compromise cardiac valves but is nearly absent from *REN*-positive regions. This confirms that the *runx1*-BAC reporter is consistent with *in vivo* expression patterns of *runx1* (Koth et al., 2020). The *runx1*-BAC reporter contains the *REN* locus but does not express around valves, suggesting that this activity of *REN* is unrelated to *runx1*.

Previously, it was reported that *runx1* mutants, like Δ*REN* mutants, have increased CM proliferation during heart regeneration, supporting a role for *REN* enhancing *runx1* expression (Koth et al., 2020). A major conclusion of Koth et al. was that *runx1* regulates CM proliferation through expression in endocardial cells that regulate the composition of temporary scar left within the clot after injury (Koth et al., 2020). Some of the remaining *runx1* mRNAs in Δ*REN* mutant hearts likely came from *runx1* expression in endocardial cells (Fig. 3). We did not observe similar changes in the abundance of collagen and fibrin in our Δ*REN* mutants. Acid Fuchsin Orange G (AFOG) staining of Δ*REN* mutant hearts was indistinguishable from their wild-type siblings at either 3 dpa (Fig. S3G) or 7 dpa (Fig. S3H). We calculated fibrin and collagen within the scars using the described methodology and, although we can detect expected differences between scarring at 3 dpa and 7 dpa, there were no differences between Δ*REN* mutants and their wild-type siblings at any time points (Fig. S3I, 3 dpa, chi-square *P*-value=0.378; Fig. S3J, 7 dpa, chi-square *P*-value=0.825). These data suggest that the observed differences in scarring in *runx1* mutants are not the sole reason for observed increases in CM proliferation (please see Discussion for more details). *REN*-controlled regulation by *runx1* in the epicardium and/or myocardium also affects CM proliferation. We note that the abundance of *col12a1b*, which was previously reported to be pro-regenerative (Hu et al., 2022), increased only 11× during wild-type regeneration and 31× during regeneration of Δ*REN* mutant hearts (Table S1). Thus, it is possible that *runx1* may regulate CM proliferation in epicardium or muscle in part by changing the composition of the scar.

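Of 18 tested collagen genes, which encode the main fibrous proteins of scar and valve matrix, 12 rose at 7 dpa in wild-type siblings and 11 in Δ*REN* mutants, and none fell (13 and 13 when adjusted over the list alone). The gene *col12a1b* (ENSDARG00000019601) on chromosome 20 of GRCz10 from 49647131 to 49880731 encodes a fibril-associated collagen. It rose 17.4-fold in wild type (log2 fold change 4.12 ± 0.65, adjusted p = 0.00207 from edgeR's quasi-likelihood test), from 0.811 ± 0.834 to 12.69 ± 5.82 CPM (SD, n = 3). In mutants it rose 67.5-fold (6.08 ± 0.72, adjusted p = 7.73e-05), from 0.148 ± 0.158 to 14.7 ± 9.97 CPM (SD, n = 3). The responses differed by 1.95 ± 1.17 on the log2 scale (adjusted p = 0.808), and at 7 dpa the log2 fold change between the genotypes was 0.22 (adjusted p = 0.866). The main collagen of scar, type I, rose in both. The gene *col1a1a* rose 6.96-fold in wild type and 7.72-fold in mutants (log2 fold change 2.80 ± 0.28 and 2.95 ± 0.28), and *col1a2* rose 4.86-fold and 4.54-fold (2.28 ± 0.28 and 2.18 ± 0.27). The list's median log2 fold change was 1.99 in wild type and 1.52 in mutants, with adjusted p = 6.98e-14 and 1.72e-11 by camera and adjusted p = 0.306 and 0.327 with an estimated correlation. Uninjured wild-type libraries held 0 to 7 counts of *col12a1b* and uninjured mutant libraries 0 to 5.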

### *REN* expression around the outflow tract of uninjured hearts is inversely correlated to expression at the site of injury

Expression of GFP in *REN:GFP* reporters is not unique to regeneration. In uninjured hearts, we observed GFP expression in CMs surrounding the valves leading from the ventricle to the outflow tract (Fig. 4A). Similar expression was observed in each of the three independent *REN* reporter lines that we originally generated (Goldman et al., 2017). As seen during regeneration, *REN:GFP* also expressed in non-CMs, including in epicardial cells that emanate above the valve around the outflow tract (Fig. 4B). Calculation of relative GFP intensities showed that *REN:GFP* had 10× more GFP around uninjured valves than the rest of the uninjured ventricle (Fig. S4A). Interestingly, *REN:GFP* expression disappeared in the myocardium surrounding the valve during regeneration – with its nadir at 7 dpa, it began to return by 14 dpa (Fig. 4C-F). At 30 dpa, when most of the muscle had finished regrowing (Fig. S3A), *REN:GFP* expression reached an equilibrium where it was on slightly less than half of its maximal expression in CM both around valves and in the freshly regrown site of injury (Fig. 4G). The expression of *REN* recovered to an uninjured distribution by 60 dpa (Fig. 4G, yellow line), but at lower overall levels (Fig. 4G, red and blue lines). In summary, the peak of *REN*-regulated gene expression is inversely correlated between CMs adjacent to valves and CMs that are undergoing regeneration. This suggests that *REN* activity is mechanistically connected between the expression domains.

**Fig. 4.**
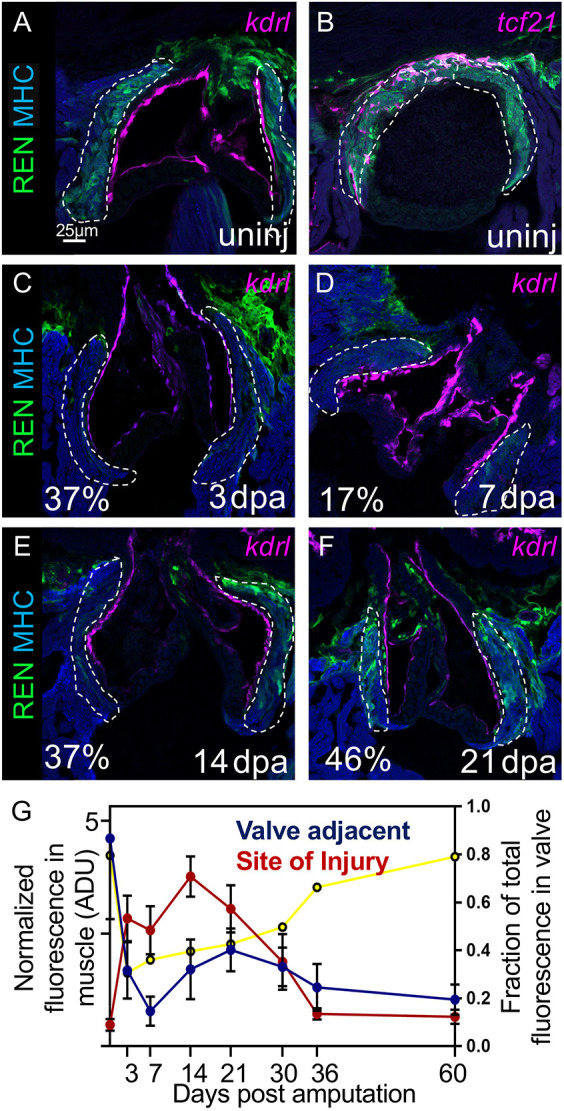
***REN* regulates gene expression in cardiac tissue surrounding valves in uninjured hearts.** (A) Valves around the outflow tract in uninjured hearts are shown by endocardial reporter *flk*:Red (pink). *REN:GFP* is shown in green and muscle is stained with MHC (blue). (B) Both cardiac muscle (MHC, blue) and epicardium (*tcf21* reporter, pink) colocalize with *REN:GFP* (green) around uninjured valves. (C-F) Same staining as in A, but this time on regenerating hearts at 3 dpa (C), 7 dpa (D), 14 dpa (E), and 21 dpa (F). Percentage of remaining GFP intensity is shown in the bottom left corner. (G) Mean GFP intensity in regions colocalizing with muscle (α-MHC). Cardiac valve regions are shown in blue, and site of injury is shown in red. The *x*-axis is a timeline for the days after amputation of the ventricle apex. The *y*-axis (left) is the normalized fluorescence and the *y*-axis (right) is the fraction of the total fluorescence that is found around valves (yellow line). The regions expected to be *REN*:GFP-positive in A-F are outlined with a white dashed line. However, quantitation was carried out for the entire muscle positive region. Data are mean±s.e.m.

To determine the minimal component of *REN* required for expression around valves, we looked at *REN* fragment reporter expression in uninjured hearts. *REN* fragments b12+ (Fig. S4A) and b1x (Fig. S4B) both had activity in myocardium surrounding valves in uninjured hearts and the b2+ fragment did not (Fig. S4C). Thus, the 267 bp minimal region of *REN* that is necessary and sufficient during regeneration is also necessary and sufficient for myocardial expression in uninjured hearts. We conclude that the same region of the genome is repurposed to activate genes in cardiac tissue, between uninjured valves and during regeneration.

### Deletion of *REN* causes gene expression changes affecting outflow tract valves

On occasion, reporters for transcriptional enhancers have subdomains of ectopic expression that do not reflect endogenous expression patterns (Bolt and Duboule, 2020). 

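In uninjured hearts, 70 genes were more abundant and 13 less abundant in Δ*REN* mutants than in wild-type siblings by edgeR's quasi-likelihood test. *ACTC1*, the human-style symbol of the reference for a cardiac actin, was 4.07-fold higher (log2 fold change 2.02 ± 0.36, n = 3 against 3). The gene *arglu1b*, which encodes a splicing modulator, was 2.98-fold higher (1.57 ± 0.26). The chaperone gene *hsp90aa1.2* was 3.18-fold higher (1.67 ± 0.26) and *chd5*, which encodes a chromatin remodeler, 6.83-fold higher (2.77 ± 0.42). Among those lower were the light-induced cryptochrome gene *cry3a* (-1.72 ± 0.29), the transferrin receptor gene *tfr1a* (-1.89 ± 0.42) and *grna*, which encodes a granulin of macrophages (-1.78 ± 0.35). Of 40 tested leukocyte genes, *grna* alone passed, and 6 were lower when adjusted over the list alone. The leukocyte list had a median log2 fold change of -0.74, with adjusted p = 0.00293 by camera and adjusted p = 0.776 with an estimated correlation, and the median was -0.038 without uninjured wild-type replicate 1. Of 77 genes of ribosomal proteins, 0 passed edgeR's test, over all genes or over the list alone, 0 had an unadjusted p under 0.05 and 0 passed DESeq2, the exact test or voom. Their median was 0.29, with adjusted p = 0.000296 by camera and adjusted p = 0.849 with an estimated correlation. Of 8 tested genes of cholesterol synthesis, 0 passed edgeR's test over all genes, 1 was lower when adjusted over the list alone and by the exact test, 1 had an unadjusted p under 0.05 and 0 passed DESeq2 or voom. Their median was -0.48, with adjusted p = 0.0228 by camera and adjusted p = 0.306 with an estimated correlation. In all, 1438 genes had an unadjusted p under 0.05. With library sizes alone in place of TMM, 6 were higher and 4 lower. The 83 calls by adjusted p fell to 21 and 16 without uninjured wild-type replicates 2 and 3, and to 29, 34 and 12 without uninjured mutant replicates 1, 2 and 3. They were 54 and 47 without replicate 1 at 7 dpa of wild type and of mutants, and 131 without wild-type replicate 3 at 7 dpa.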

To confirm that the endogenous *REN* locus regulates genes in cardiac tissue adjacent to valves, we analyzed our RNA-seq comparing Δ*REN* mutants and their wild-type siblings, only looking at the uninjured replicates. There were 158 transcripts whose abundance significantly decreased by 75% and another 137 transcripts whose abundance significantly increased at least 3-fold in uninjured hearts of Δ*REN* mutants (Fig. S5A; Table S3). 

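At the thresholds in the sheet names of the paper's table, an unadjusted p under 0.02 and a log2 fold change beyond 1.5 in either direction, 229 transcripts differed between uninjured Δ*REN* mutants and wild-type siblings, 108 more abundant and 121 less abundant. Among them were *fosab*, *chd5* and *usp42*, which encodes a ubiquitin protease (log2 fold change 2.13), on the higher side, and *cry3a*, *grna* and *histh1l1*, which encodes a linker histone (-2.13 ± 0.45), on the lower side. With the adjusted p under 0.05 and the same limit on the fold change, the counts were 32 and 10.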

The differential abundance of mRNA transcripts suggests that *REN* does indeed regulate gene expression *in vivo* in uninjured hearts. Likely, many of the transcripts changing in abundance are not direct targets and are secondary effects of *REN* disruption. 

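Of 29 tested genes of the AP-1 complex and other immediate early genes, which cells switch on within minutes of a stimulus, 4 were higher in uninjured Δ*REN* mutants than in wild-type siblings. The 4 were *fosab*, *fosb*, *atf3* and *gadd45bb*, and none was lower (11 higher when adjusted over the list alone). Only 2 were called without any 1 of uninjured wild-type replicates 1, 2 and 3 and uninjured mutant replicates 2 and 3. The same held without mutant replicate 1 or 2 at 7 dpa, while 5 were called without replicate 3 at 7 dpa of either genotype. The paper had named *fosab*, *fosb* and *atf3* from these libraries, and part of its Table S2 had been seen when the list was written, so the count is not independent evidence. The Fos gene *fosab* (ENSDARG00000031683, chromosome 20 of GRCz10 from 46648591 to 46650720) had 1.27 ± 0.702 CPM (SD, n = 3) in wild type and 14.7 ± 6.53 CPM (SD, n = 3) in mutants. It was 11.4-fold higher (log2 fold change 3.51 ± 0.47, adjusted p = 0.00211 from edgeR's quasi-likelihood test). The gene *atf3* (ENSDARG00000007823, chromosome 20 from 37891754 to 37897858) had 3.73 ± 2.30 CPM (SD, n = 3) in wild type and 35.06 ± 16.3 CPM (SD, n = 3) in mutants. It was 8.50-fold higher (3.09 ± 0.48, adjusted p = 0.00614 from edgeR). Both calls were kept in 25 of 25 alternatives. The second Fos gene, *fosb* (ENSDARG00000055751, chromosome 18 from 36788762 to 36793723), had 1 count in the 3 wild-type libraries and 53 in the mutant libraries. This is a ratio of 32.1 with a 95% counting interval of 5.51 to 1290 (adjusted p = 0.0466 from edgeR, kept in 11 of 23 alternatives). Its call ended without any 1 of 8 libraries, with adjusted p up to 0.159 and, over its alternatives, of 0.000573 to 0.228. The growth arrest gene *gadd45bb* also had 1 count in wild type, against 25 in mutants. The list's median log2 fold change was 0.56, with adjusted p = 1.06e-06 by camera and adjusted p = 0.306 with an estimated correlation.

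**Figure D3:**
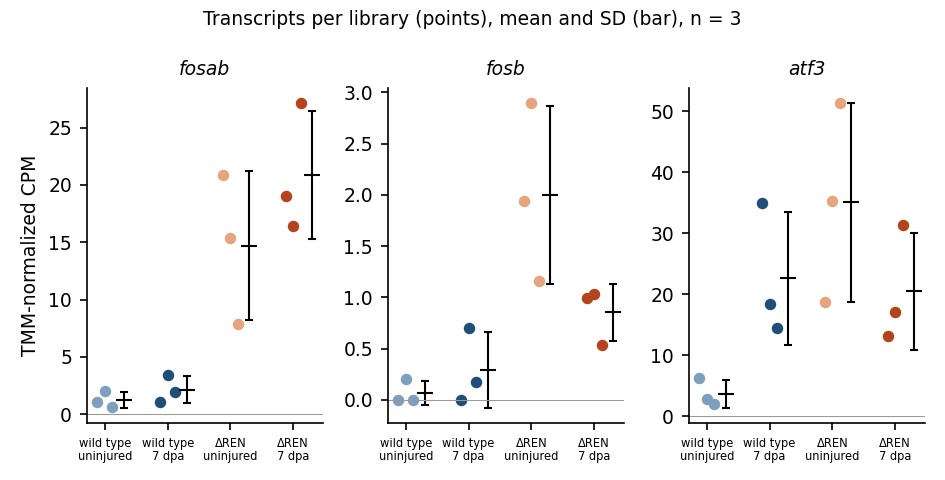
TMM-normalized CPM of *fosab*, *fosb* and *atf3* in each library (points), with the mean and SD of each group of 3 (bar). In uninjured hearts the means of *fosab* are 1.27 CPM in wild type and 14.7 CPM in mutants, and those of *atf3* are 3.73 and 35.06 CPM.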

Interestingly, gene ontology analysis of transcripts with increased abundance in Δ*REN* mutants included three members of the AP1 transcription factor complex (*fosab*, *fosb* and *atf3*) each of which increased 26.3-fold, 11.62-fold and 9.08-fold, respectively, in uninjured mutant hearts (Fig. S5A, green dots). Therefore, disruption of *REN* resulted in increased levels of mRNAs encoding a transcription factor complex with motifs present in the deleted enhancer (Fig. S2A). This suggests that a feedback loop may be in place regulating *REN* activity in uninjured hearts.

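At 7 dpa, *fosab* was 10.2-fold higher in Δ*REN* mutants than in wild-type siblings (log2 fold change 3.35 ± 0.39, adjusted p = 0.00033 from edgeR's quasi-likelihood test, kept in 25 of 25 alternatives). It had 2.13 ± 1.18 CPM (SD, n = 3) in wild type and 20.9 ± 5.60 CPM (SD, n = 3) in mutants. For *atf3* the log2 fold change at 7 dpa was -0.14 ± 0.40 (adjusted p = 0.915) and for *fosb* 1.84 ± 0.75 (adjusted p = 0.294). Of the 29 members, 6 were higher at 7 dpa and none lower (16 higher and 1 lower when adjusted over the list alone). The 6 were *fosab*, the Jun gene *junba* (3.62-fold, log2 fold change 1.86 ± 0.28), the zinc finger gene *egr1* (3.18-fold, 1.67 ± 0.34), *ier2a*, *ier2b* and the matricellular gene *ccn1* (2.44-fold, 1.29 ± 0.25). Calls other than that of *fosab* were less stable. Of 25 alternatives, that of *junba* was kept in 23 and ended without wild-type replicate 1 at 7 dpa. Those of *ier2b*, *egr1*, *ccn1* and *ier2a* were kept in 16, 11, 10 and 9. Members called were 1 without wild-type replicate 1 at 7 dpa and 2 without any 1 of uninjured wild-type replicate 2, wild-type replicate 2 at 7 dpa, uninjured mutant replicate 2 and mutant replicates 1 and 3 at 7 dpa. The count also rose, to 9 higher without wild-type replicate 3 at 7 dpa. Without the 3 libraries that stand apart, 12 were higher and 2 lower. The list's median was 0.93, with adjusted p = 2.66e-10 by camera and adjusted p = 0.263 with an estimated correlation. During regeneration in mutants, 7 of the 29 rose and none fell (9 and 2 when adjusted over the list alone). In wild type 6 rose and 2 fell (7 and 5), with adjusted p = 0.237 by camera in wild type.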

The *REN:GFP* reporter showed that *REN* activates genes, suggesting that a direct target of *REN in vivo* would be among the transcripts that are less abundant in uninjured Δ*REN* mutant hearts. Of the 158 less abundant transcripts, six are encoded by genes found on chromosome 1 and none is found within the reported TAD with *REN*, where most enhancer-promoter interactions lie (Sun et al., 2019; Symmons et al., 2014) (Fig. S3F; Table S2). However, another gene called *adamts1*, 672 Mb away from *REN*, did have decreased abundance (Table S1). 

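Of the 31 tested genes that start within 1.7 Mb of *REN*, 5 were more abundant and 3 less abundant in uninjured Δ*REN* mutants at an unadjusted p under 0.05, and 0 passed edgeR's quasi-likelihood test over all genes. DESeq2 and voom called 1 of them, *appa*, and edgeR's exact test 2, *appa* and *grtp1a*. The 3 lower were *adamts1*, *rasa3* (log2 fold change -1.84 ± 0.68, unadjusted p = 0.0142) and *cul4a*, which encodes a scaffold of ubiquitin ligases (-0.95 ± 0.39, unadjusted p = 0.0254). The 5 higher were *grtp1a* (2.07 ± 0.67, unadjusted p = 0.00581), *appa*, which encodes an amyloid precursor protein (0.91 ± 0.25, unadjusted p = 0.00153, both from edgeR), the DNA repair nuclease gene *ercc5* (1.27 ± 0.51), the Polycomb gene *eed* (0.82 ± 0.37) and *gas6*, which encodes a ligand of Axl receptors (0.61 ± 0.24). Of these, *appa* passed when adjusted over the 31 genes alone (adjusted p = 0.0476 from edgeR). In the domain with *REN* the tested genes were *ATP1A1*, *mbnl2*, *IPO5*, *farp1* and ENSDARG00000035776, and none of the 5 had an unadjusted p under 0.05.

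**Figure D4:**
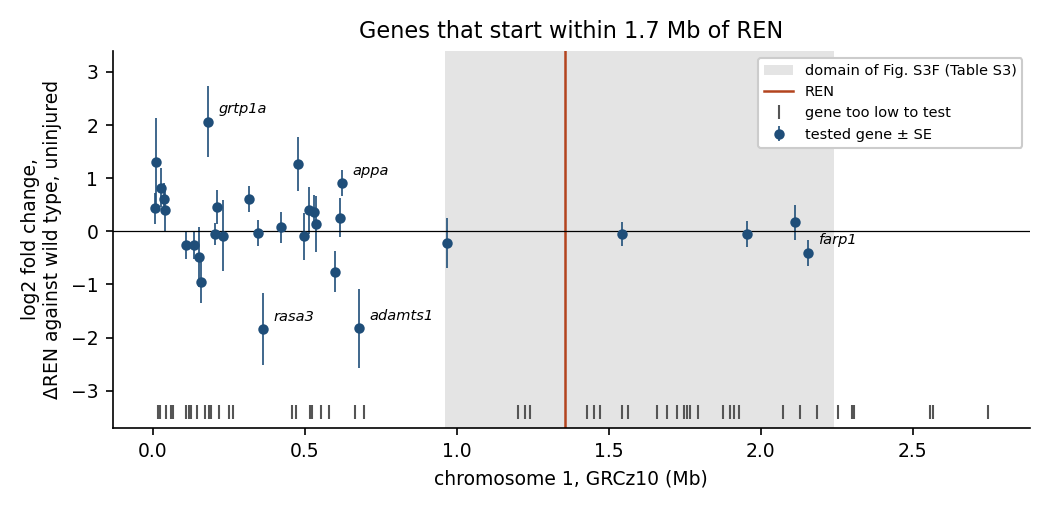
Log2 fold change between uninjured Δ*REN* mutants and wild-type siblings, with its standard error, for the 31 tested genes that start within 1.7 Mb of *REN*, against the start of the gene on chromosome 1 in Mb. The vertical line marks *REN*, the shaded span its domain and the ticks genes with too few counts to test, and *adamts1* lies at -1.83, outside the domain.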

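The gene *adamts1* (ENSDARG00000103519), which encodes a secreted metalloprotease, lies on chromosome 1 of GRCz10 from 677013 to 686023, with its end 671.8 kb from the far end of *REN*. Its abundance in uninjured hearts was 1.22 ± 0.451 CPM (SD, n = 3) in wild-type siblings and 0.286 ± 0.080 CPM (SD, n = 3) in Δ*REN* mutants. These rest on 5 to 7 counts in each wild-type library and 1 to 6 in each mutant library. The log2 fold change was -1.83 ± 0.74 (unadjusted p = 0.0235, adjusted p = 0.245 over all genes and 0.113 over the genes near *REN* alone, from edgeR's quasi-likelihood test). Of the 23 alternatives that give an adjusted p, with edgeR's exact test and limma's voom among them, it passed in 0, over a range of 0.0698 to 0.768. DESeq2 left it out of its adjustment, with an unadjusted p of 0.0213. Of 14 tested metalloproteases that act on the extracellular matrix, 0 passed edgeR's test in uninjured mutants, over all genes or over the list alone, 3 had an unadjusted p under 0.05, and 0 passed DESeq2, the exact test or voom. A negative log2 fold change was seen for 13, with a median of -0.63. The list gave adjusted p = 0.0377 by camera and adjusted p = 0.652 with an estimated correlation.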

The *adamts1* gene encodes an extracellular matrix protein that regulates cardiac valves by degrading collagen (Hong-Brown et al., 2015; Hulin et al., 2012, 2019; Tian et al., 2015). We used RNAscope to determine changes in the spatial distribution of *adamts1* mRNA in wild-type and Δ*REN* mutant hearts. As expected, expression of *adamts1* mRNA was strong within endocardial interstitial cells that compromise cardiac valves (Fig. 5A, asterisks). It was also abundant in neighboring CMs (Fig. 5A, cyan arrow) and likely epicardial cells (Fig. 5A, yellow arrow). In Δ*REN* mutant hearts, the abundance of *adamts1* transcripts decreased 62% in CM surrounding valves (Fig. 5B; mean: wild type=81.1 and mutant=31.1, Mann–Whitney *P*-value=0.0001, *N*=8 versus 9). Expression of *adamts1* also decreased to 66% in non-CM cells (Fig. 5C; mean: wild type=955.4 and mutant=321.8, Mann–Whitney *P*-value=0.0015, *N*=9 versus 10). Therefore, we conclude that *REN* functions as a transcriptional enhancer for the *adamts1* gene in CMs and possibly in the epicardium surrounding cardiac valves. 

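During regeneration, *adamts1* rose 5.06-fold in Δ*REN* mutants (log2 fold change 2.34 ± 0.66, adjusted p = 0.0479 from edgeR's quasi-likelihood test), to 1.63 ± 0.904 CPM (SD, n = 3) at 7 dpa. In wild-type siblings it had 0.552 ± 0.468 CPM (SD, n = 3) at 7 dpa and a log2 fold change of -0.79 ± 0.63 (adjusted p = 0.539). These rest on 2, 3 and 32 counts per library at 7 dpa, and the sign turned over the alternatives, from -2.08 to 0.39. At 7 dpa the log2 fold change between the genotypes was 1.298 ± 0.545 (adjusted p = 0.308), and the responses differed by 3.12 ± 0.92 (unadjusted p = 0.00303, adjusted p = 0.499). Of the 14 metalloprotease genes, *mmp2* and *mmp14a*, whose products cleave collagens, rose in wild type, and *adamts1*, *mmp2* and *mmp14a* rose in mutants (3 and 5 when adjusted over the list alone). The gelatinase gene *mmp2* rose 3.30-fold and 3.26-fold (log2 fold change 1.72 ± 0.33 and 1.70 ± 0.31), and *mmp14a* 3.01-fold and 6.22-fold (1.59 ± 0.42 and 2.64 ± 0.43). The list gave adjusted p = 0.3 in wild type and 0.046 in mutants by camera, the latter with adjusted p = 0.66 with an estimated correlation. The call of *adamts1* in mutants was kept in 12 of 25 alternatives. It ended without any 1 of 10 libraries, all but wild-type replicates 2 and 3 at 7 dpa, with adjusted p of 0.0513 to 0.174, in a range over its alternatives of 0.00173 to 0.186.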

The expression of *adamts1* also increased at the site of injury during regeneration (Table S1). Interestingly, there was no significant difference between *adamts1* abundance in CMs at the site of injury between wild-type and Δ*REN* mutant hearts (Fig. 5C; mean: wild type=28.0 and mutant=23.9, Welch's *P*-value=0.634). The average level of *adamts1* mRNA decreased 40% in epicardial cells, although the *P*-value was not significant (Fig. 5C; mean: wild type=48.6 and mutant=29.5, Welch's *P*-value=0.088). We conclude that *REN* is not a crucial enhancer for inducing *adamts1* in regenerating tissue, but it is possible that *REN* plays a more minor role as a shadow enhancer that stabilizes expression of *adamts1* in non-CMs.

**Fig. 5.**
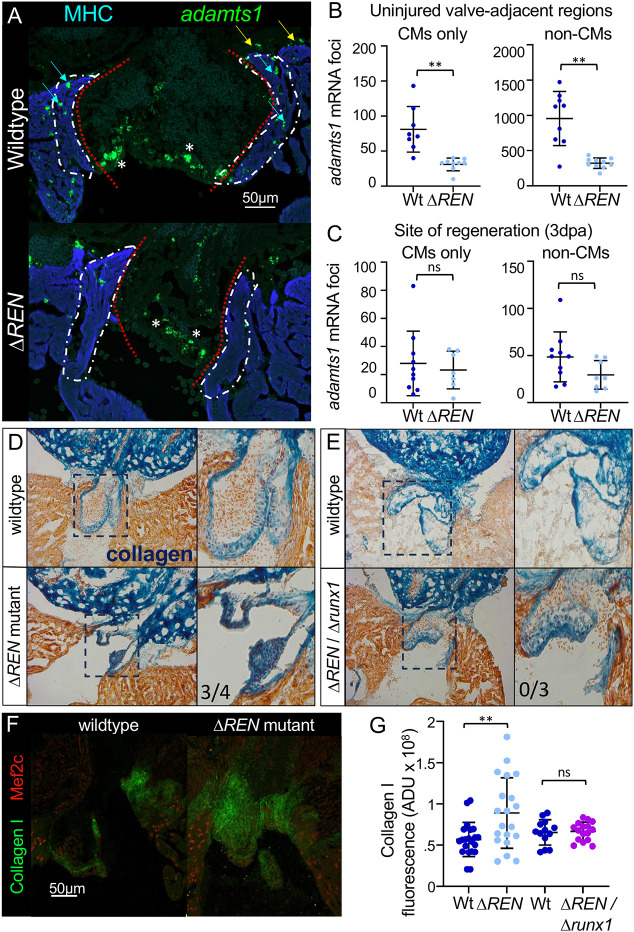
***REN* regulates different genes in uninjured hearts and during regeneration.** (A) Images of uninjured valves from wild-type and Δ*REN* mutant fish. Sections are stained by RNAscope using a probe for *adamts1* (green) and muscle was immuno-stained with an antibody towards myosin heavy chain (MHC, blue). Yellow arrows, likely epicardial signal; blue arrows, CM signal; white dashed lines, *REN* expression domain; red dotted lines, canal to OFT; white asterisks, signal from endocardial interstitial cells that compromise the valve itself. (B) The number of *adamts1* mRNA foci from images like A were counted using MIPAR. Quantification of foci that colocalized with muscle (MHC) is shown on the left. Quantification of foci that are not muscle is shown on the right. Wild type, dark blue; mutant, light blue. (C) The number of *adamts1* mRNA foci from the sectioned amputated ventricles (3 dpa) analyzed for *runx1* in Fig. 3F. Quantification of foci that colocalized with muscle is shown on the left. Quantification of foci that are not muscle is shown on the right. (D,E) AFOG staining of uninjured wild-type and uninjured Δ*REN* mutant hearts (D) and uninjured wild-type and uninjured Δ*REN*/Δ*runx1* double heterozygote hearts (E). Valve leaflets are shown on the right in a magnification of boxed areas. (F) Valves around the outflow tract in uninjured wild-type and Δ*REN* mutant hearts are immunostained with anti-Collagen I (green) and anti-Mef2c (red) to mark CM nuclei. (G) Quantification of Collagen I stain intensity. Data are mean±s.e.m. **P=0.01 (Mann Whitney). ns, not significant.

To see if Δ*REN* mutants had observable phenotypes associated with Adamts1, we stained Δ*REN* mutant hearts for collagen using AFOG and compared them to their wild-type siblings (Fig. 5D; Fig. S5C). Uninjured valves surrounding the outflow tract were visibly more blue in Δ*REN* mutant hearts, indicating that they have more Collagen. Several pieces of data suggest that *REN* expression in uninjured valves is distinct from *runx1* (Koth et al., 2020). First, from the *runx1*-BAC reporter, there is no detectable fluorescence in uninjured hearts (Koth et al., 2020). Second, there was no detectable difference in *runx1* expression between uninjured wild-type and uninjured Δ*REN* mutant hearts (Fig. 3F). To determine if *REN* and *runx1* are in different pathways in uninjured hearts, we performed a genetic complementation experiment (Fig. S5D). We crossed Δ*REN* heterozygotes to a *runx1* mutant line and compared compound heterozygotes containing one of each of the *REN* and *runx1* mutant alleles to their wild-type siblings. Uninjured hearts were stained for collagen by AFOG, and compound heterozygotes displayed similar levels of collagen as their wild-type siblings, demonstrating that uninjured phenotypes in Δ*REN* mutant hearts did not depend on *runx1* (Fig. 5E). To quantitatively assess Collagen differences in Δ*REN* mutant valves, we used immunofluorescence with an antibody towards Collagen I (Fig. 5F). In Δ*REN* mutant hearts, Collagen I increased 56% in valves [Fig. 5G; mean ADU: wild type (blue)=5,691,576,603 and mutant (light blue)=8,904,512,333, Mann–Whitney *P*-value=0.0091, *N*=21 versus 20]. This difference was rescued by crossing Δ*REN* to a Δ*runx1* mutant, demonstrating that Collagen changes were independent of *runx1* [Fig. 5G; mean ADU: wild type=6,545,145,907 and double het (purple)=6,671,972,330, Welch's *P*-value=0.799, *N*=13 versus 16]. Taken together, deletion of *REN* results in both decreased abundance of a cardiac valve associated gene, *adamts1*, and in phenotypes associated with reduced Adamts1 function. We conclude that *REN* regulates *adamts1* expression around uninjured cardiac valves.

## DISCUSSION

Here, we describe a transcriptional enhancer called *REN* that is active in cardiac tissue around the valve in uninjured hearts but is repurposed to activate at the site of injury during heart regeneration (Figs 1 and 4). Targeted removal of this enhancer using CRISPR resulted in diminished expression of *adamts1* only in uninjured hearts and diminished expression of *runx1* only during regeneration (Figs 3E-H and 5A-C). We were able to localize these changes to the same regions where the enhancer dictates expression in a reporter. This data conclusively shows that *REN* regulates *adamts1* and *runx1* alternatively in the two different conditions. Changes in underlying gene expression together with genetic complementation experiments show that phenotypes regulated by *REN* in uninjured hearts do not require *runx1*, demonstrating that uninjured and regeneration pathways for *REN* are independent of each other (Fig. 5D-G). The activity of transcriptional enhancers during regeneration has been well characterized (Sun et al., 2022; Wang et al., 2020; Yan et al., 2022; Zlatanova et al., 2023). Yet the source of regenerative enhancers, how they are recruited and then subsequently targeted to specific genes, is less well understood. Previously, it has been shown that regenerative enhancers reemerge from developmental enhancers or by invigoration of pre-existing adult enhancers (Kikuchi et al., 2010; Ogawa et al., 2021). Here, we show that, during regeneration, a particular enhancer is repurposed from functioning around cardiac valves and recruited to activate a different gene that is important for CM proliferation in regenerating tissue (Fig. 6).

**Fig. 6.**
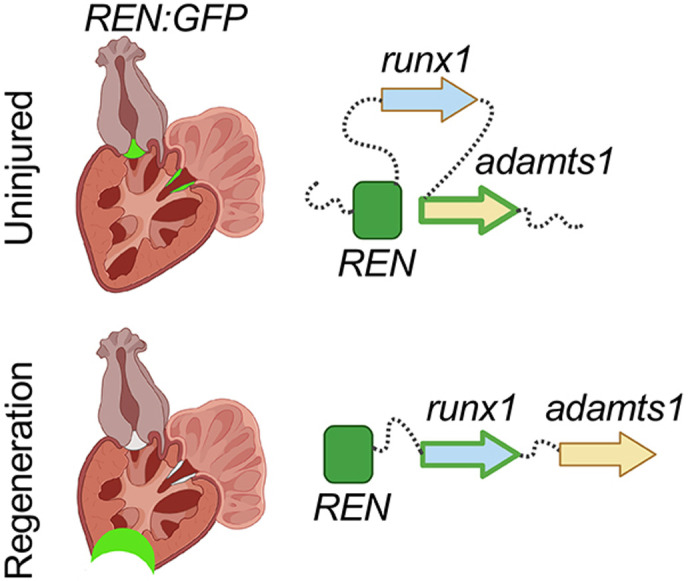
***REN* is rewired from a one cardiac domain to a different gene pathway during heart regeneration.** Top: in uninjured hearts, *REN* activates expression of *adamts1* around cardiac valves. Bottom: during regeneration *REN* is silenced around valves and is stimulated at the site of injury where it activates *runx1*.

Several lines of evidence demonstrate that *REN* very likely directly regulates *runx1* during regeneration. First, deletion of either gene or enhancer results in a similar phenotype; CM proliferation improves during regeneration (Koth et al., 2020). Second, single cell ATAC-seq from zebrafish brains uncovered an ‘enhancer hub’ where the promoters for *runx1* and genes for calcium channel homologs *atp1a1a.4*, *atp1a1a.3* and *atp1a1a.5* all associate with *REN* (Fig. S3F) (James et al., 1999; Uyehara and Apostolou, 2023; Yang et al., 2020). This suggests that, at least in the brain, *REN* forms a ‘hub’ to co-regulate these four genes across ∼350 Mbp. Third, when *REN* is deleted, *runx1* expression is decreased during regeneration (Fig. 3E,F), confirming that, also in the heart, *REN* regulates *runx1* expression. There must be additional enhancer(s) that govern *runx1* expression in endocardial cells during regeneration (Fig. 1F) and *runx1* expression during hematopoietic development, as Δ*REN* and *runx1^ΔTSS^* double heterozygous mutants develop at Mendelian ratios unlike a *runx1* mutant homozygote (Koth et al., 2020; Lam et al., 2009; Sood et al., 2010). *REN* regulates *runx1* expression in CMs during regeneration (Fig. 3G). However, from the RNAscope alone, we cannot conclusively say whether additional *runx1* mRNA changes are occurring in epicardial or in endocardial cells (Fig. 3G). The localization of the changing *runx1* mRNA suggests that deletion of *REN* affects the epicardium (Fig. 3F) which is consistent with both *REN:GFP* reporter expression (Fig. 1F) and the reported data from Koth et al., (2020). We conclude that *REN* is a CM- and epicardial-specific enhancer of *runx1* specifically during regeneration, and not in uninjured hearts (Fig. S6A).

Around cardiac valves in uninjured hearts, *REN* has additional roles independent of *runx1.* First, unlike *REN*, *runx1* is not expressed around uninjured cardiac valves (Koth et al., 2020). Second, *runx1* mRNA levels do not change when *REN* is deleted from uninjured hearts (Fig. 3F). 

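Between uninjured Δ*REN* mutants and wild-type siblings, *cbfb* had a log2 fold change of -1.27 ± 0.58 (unadjusted p = 0.0422, adjusted p = 0.313 from edgeR's quasi-likelihood test). For *runx1* the uninjured libraries held 3 to 4 counts in wild type and 1 to 4 in mutants. Its log2 fold change was -1.31 ± 0.98 (adjusted p = 0.572) in the fit to which it was added after the data were seen.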

Third, the *runx1* co-regulator *cbfb* is only increased during regeneration in mutants and not in uninjured hearts, indicating that a feedback loop that invigorates missing *runx1* function is specific to regeneration. Finally, and most importantly, the *runx1* mutant allele compensates for Δ*REN* mutant phenotypes around valves, demonstrating that valvular phenotypes are independent of *runx1* (Fig. 5E,G). We note that the 3162 bp deletion in the Δ*REN* mutant may remove a previously undetected *cis*-regulatory element that regulates valvular genes. However, the same minimal fragment of *REN* necessary and sufficient to activate during regeneration is also necessary and sufficient to activate in uninjured valves (Fig. 4). Thus, the Δ*REN* deletion mutant and reporter experiments are consistent with one another, suggesting that the same enhancer element is driving expression in both contexts.

What is the gene that *REN* regulates in uninjured hearts if it is not *runx1*? It is possible that changes in valvular Collagen are resulting from other gene(s) within in the *REN* enhancer ‘hub’ (Fig. S3F), for example, misexpression of sodium potassium ion channels like *atp1a1a* (James et al., 1999). Yet, we do not detect expression of mRNA from the cluster of atp1a1a homologs and there are no active chromatin marks at the three atp1a1a promoters in zebrafish hearts (Goldman et al., 2017). 

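In the cluster of genes for sodium pump subunits on chromosome 1, *atp1a1a.3* (from 1657500 to 1667866), *atp1a1a.4* (from 1541981 to 1558365) and *atp1a1a.5* (from 1690370 to 1702310) had 0 to 2 counts in each of the 12 libraries, and *atp1a1a.2* (from 1564308 to 1667865) 0 to 3. The model that spans the cluster from 1541972 to 1701828 (ENSDARG00000002791, with the human-style symbol *ATP1A1*) had 194 or more counts in each library. Its abundance was 59.07 ± 5.96 CPM (SD, n = 3) in uninjured and 41.9 ± 8.75 CPM (SD, n = 3) in 7 dpa wild-type hearts. In Δ*REN* mutants it was 56.9 ± 4.22 CPM (SD, n = 3) uninjured and 54.7 ± 9.02 CPM (SD, n = 3) at 7 dpa. It did not pass the test between the genotypes at either stage. Reads that overlap both this model and a gene inside it are not counted for either by featureCounts at its defaults, so the low counts of the genes inside it do not bound their transcripts.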

We postulate that *REN* regulates the *adamts1* gene either directly or indirectly for several reasons. First, in uninjured Δ*REN* mutant hearts, valves have more collagen, a phenotype consistent with decreased Adamts1 function (Santamaria and de Groot, 2020) (Fig. 5B,C). Second, while *adamts1* does not sit in the same TAD as *REN* in brain and muscle, there are interactions across the *REN*-containing TAD boundary between both the *adamts1* and *runx1* promoters (Yang et al., 2020) (Fig. S6B; Table S3). The *runx1* promoter interacts with an enhancer upstream of *adamts1* and the *adamts1* promoter interacts with an enhancer within the *REN*-containing TAD (Yang et al., 2020). Third, the abundance of *adamts1* mRNA decreases in uninjured Δ*REN* mutant hearts around cardiac valves in the same region the *REN:GFP* reporter is expressed (Fig. 5A). This raises the possibility that *REN* regulates *adamts1* across 672 Mbp in cardiac tissue around valves in uninjured hearts.

Regeneration phenotypes for enhancers mutants are difficult to recover. There is a double requirement to have both a gene that when mutated would result in a phenotype and whose expression is dominated by a single enhancer. Here, we show that differences between enhancer mutants and gene mutants can reveal new mechanistic insights of gene function. In mutants for *runx1*, Koth et al. reported changes in clot composition in the wound during regeneration that is not observed in our Δ*REN* mutants (Fig. S3G-J). Since, unlike *runx1*, *REN* does not robustly activate in endocardial cells (Fig. 1F), we surmise that observed changes in scar deposition result from perturbing endocardial *runx1* expression (Koth et al., 2020). However, the shared increases in CM proliferation in the *runx1* and Δ*REN* mutants demonstrate that *runx1* impacts CM proliferation through either epicardium or muscle. We cannot exclude a possible role for endocardial *runx1* in regulating CM proliferation as well. However, the Δ*REN* mutant clearly establishes epicardial and/or muscle expression of *runx1* as being essential for negatively regulating CM proliferation during regeneration. More work is needed to dissect the individual cell-type-specific contributions and to identify direct targets of Runx1 that modify the ability to regenerate hearts.

Loss-of-function mutations that result in improved heart regeneration are not commonly described (Koth et al., 2020; Missinato et al., 2018). Why an anti-proliferative gene would be activated during regeneration is not obvious and poses a bit of a paradox. For example, at the peak of regeneration the *REN* enhancer is both a genetic marker of CM proliferation and activates an anti-proliferative program (Fig. 3) (Goldman et al., 2017). *A priori*, one might expect that a program to slow regeneration would be activated towards the conclusion of regeneration rather than at the peak. We saw no phenotypes in our Δ*REN* mutant hearts that would suggest regeneration is halted abnormally; there was no additional heart growth beyond 30 days (Fig. S7A) or increased CM proliferation at the end of regeneration (Fig. S7B). However, we cannot exclude that there are redundancies regulating the end of regeneration. In mice, Runx1 is induced in certain models of dilated cardiomyopathy and knockout of *Runx1* in heart muscle improves recovery after heart injury (Kubin et al., 2011; McCarroll et al., 2018). However, changes in CM proliferation levels have not been described. Recently, *Runx1* has been reported to be linked to the abundance of more proliferative mono-nucleus diploid CMs (MNDCMs), which raises the possibility that expression of Runx1 in early stages of mouse postnatal development increase numbers of MNDCMs by preventing binucleation through inhibiting cytokinesis (González-Rosa et al., 2018; Patterson et al., 2017; Swift et al., 2023).

## MATERIALS AND METHODS

### Transgenic fish construction

For reporter fish strains, the regulatory element being studied was cloned upstream of the mouse fos minimal promoter as previously described (Goldman et al., 2017). Stable transgenic zebrafish lines were produced using the I-Sce method of random genomic integration. The *tcf21*:Red reporter and the *flk*:Red reporters were previously published. All zebrafish (*Danio rerio*) used in this study derive from the Ekwill strain. Adults less than 1 year old were used for all the experiments. Males and females were mixed in similar proportions in each of the conditions. All experiments were performed under university supervision according to the Institutional Animal Care and Use Committee protocol #2018R00000090-R2 of Ohio State University. For enhancer reporter lines, we selected at least two and as many as six independent insertions to exclude potential insertional effects.

### Heart injuries

Zebrafish were anesthetized using tricaine and placed ventral side up on a sponge to carry out resection of the ventricular apex. Iridectomy scissors were used to make an incision through the skin and pericardial sac. Gentle abdominal pressure exposed the heart and ∼20% of the apex was removed with scissors, penetrating the chamber lumen (Poss et al., 2002). Hearts were harvested 1, 3, 7, 14, 21 or 30 days after injury depending on the experiment. To genetically ablate CMs, *cmlc2:CreER^pd10^; bactin2:loxp-mCherry-STOP-loxp-DTA^pd36^* (ZCAT) fish were incubated in 0.5 μM tamoxifen for 17 h (Wang et al., 2011).

### Immunofluorescence

Primary antibodies used in this study were: rabbit anti-Mef2 (1:100, Abcam, ab197070), rabbit anti-GFP (1:200, Life Technologies, A11122), mouse anti-MF20 (1:100, Developmental Studies Hybridoma Bank, MF20) and mouse anti-Collagen I (1:10, Developmental Studies Hybridoma Bank, SP1.D8-s). For anti-Mef2, hearts were embedded fresh frozen. For collagen, slides were boiled for 5 min in citrate buffer for epitope unmasking using a steamer. Secondary antibodies were: goat anti-mouse Alexa Fluor 546 (1:200, Thermo Fisher Scientific, A-11030) and goat anti-rabbit Alexa Fluor 488 (1:200, Thermo Fisher Scientific, A-11034).

### Quantification of fluorescence

#### Mean fluorescence

Briefly, using ImageJ, the red (or blue) channel was thresholded and used to select a region of interest. We despeckled and then analyzed particles >50. Average intensity was calculated using the equation RawIntDen/SumArea=AvgInt/micron squared.

#### CM proliferation

Injured fish were injected into the abdominal cavity once every 24 h for 3 days (4-6 dpa) with 10 μl of a 10 mM solution of EdU diluted in PBS. Hearts were removed on day 7, embedded and cryosectioned. Slides were stained with Alexa Fluor 594 Azide using click chemistry (Breinbauer and Köhn, 2003) and then immunostained for Mef2c. Briefly, sections were blocked with 1% bovine serum albumin (Fraction V; BSA) and 5% goat serum and washed in PBS with 0.2% Triton X-100. Three sections representing the largest wound area were selected from each heart and imaged using a 20× objective. The number of Mef2^+^ and Mef2^+^EdU^+^ cells were counted using MIPAR image analysis software and the CM proliferation index was calculated as the number of Mef2^+^EdU^+^ cells/total Mef2^+^ cells (Sosa et al., 2014). The CM proliferation index was averaged across two to four appropriate sections from each heart.

#### Mutant fish construction

To derive the Δ*REN* allele (os^76^), guide RNAs (sgRNAs) were designed against two regions flanking the *REN* element on chromosome 1 (sgUpstream: gTAgTgTTgAggATAgACAg; sgDownstream: gAAAACAgCTACAgCTCCCT). DNA templates of the respective sgRNA fused to a tracRNA were produced by PCR. T7-transcribed sgRNA were then injected with Cas9 protein into newly fertilized embryos from EK parents. Mutant strains were genotyped using PCR oligos (Fwd: gCCACTgCCTCgCCCCTgCg; Rev: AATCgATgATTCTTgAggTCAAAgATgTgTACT) for the mutant allele. A third oligo (ACAgCTACAgCTCCTCggAC) was added to the PCR to identify the wild-type allele. *REN* deletion was near perfect with the addition of 10 nucleotides (CACACCCgCT) between the fused cut sites. The 3162 bp deletion encompasses the entire 1265 bp fragment from the reporter plus some adjacent sequence that consists of mostly transposons. Finding reliable sgRNA and genotyping primer pairs within highly repetitive regions was non-trivial.

#### RNA-seq analysis

Demultiplexed and quality-filtered reads were aligned to the *Danio rerio* reference genome GRCz10 using Hierarchical Indexing for Spliced Alignment of Transcripts 2 (HISAT2) (Kim et al., 2015). Read counts for each gene were quantified using featureCounts software (Liao et al., 2014). Differential gene expression analysis was performed using R package edgeR (McCarthy et al., 2012). The read counts were normalized using the TMM method (Robinson and Oshlack, 2010). Differentially expressed genes were selected based on adjusted *P*-value and log2 fold change.

#### Linear regression analysis

A master list of transcripts was created using the following criteria: (1) the transcript of interest had a *P*-value<0.05 for both the wild-type regeneration and Mut regeneration; (2) the transcript of interest had a log_2_FC>1 for either wild-type regeneration or Mut regeneration. Each transcript was assigned its wild-type regeneration log_2_FC as the *x*-value, and its Mut regeneration log_2_FC as the *y*-value. A line of best fit was calculated using the master list, and residuals were calculated for each transcript using the line of best fit. If the residual >1, then the transcript was colored red. If the residual <−1, then the transcript was colored blue.

#### AFOG staining

AFOG staining was performed as previously described (Rao et al., 2023). For calculation of relative fibrin and collagen levels, we adopted the methodology described in Koth et al. (2020). Briefly, ImageJ was used to analyze the color of the wound area of sections stained with AFOG. Channels were split and images were color thresholded for red and blue using the same settings for all hearts. Red and blue particles were analyzed and %Area was recorded for each heart. To determine the orange area, %Red and %Blue values were subtracted from 100%. Percentages were averaged from at least five hearts from each condition.

#### Statistics

For each analysis, we used the Welch's parametric *t*-test to calculate significance. If the variance between the comparison groups was also significant (*F* test for unequal variances), we switched to using a non-parametric test (Mann–Whitney). For the CM counting and CM proliferation assays, one researcher embedded hearts and sectioned slides and a separate researcher who was unaware of the sample identity carried out imaging and quantification.

#### Droplet-digital PCR

mRNA was isolated from wild-type and Δ*REN* uninjured and injured hearts using Trizol (Goldman et al., 2017). cDNA was made using 1 µg RNA in Superscript II reverse transcriptase reactions incubated at 44°C for 50 min. ddPCR assays were developed to detect *runx1*, *adamts1* and *mob4* cDNA. cDNA for Mob4 served as loading control as it does not change in RNA-seq datasets in response to injury or between cell types (Rao et al., 2023). The primer and probe sequences for ddPCR are: *runx1* forward primer 5′-CgAgAgCCACgACgCCAC-3′; *runx1* reverse primer 5′-CgACTgCTCATACgACCAggATgg-3′; *runx1* probe 5′-/56-FAM/CATgCggTg/ZEN/CAgCCCACACCACg/3IABkFQ/-3′; *mob4* forward primer 5′-AgTATTTTCCCAgCCgCgTCAgC-3′; *mob4* reverse primer 5′-TCACgAAACgggTgAAgCgATgAC-3′; *mob4* probe 5′-/HEX/TCCCATgCg/ZEN/TACTTTCACCATCgCCAg/3IABkFQ/-3′; *adamts1* forward primer 5′-gAgACCTgCCCTgATAGCAATgg-3′; *adamts1* reverse primer 5′-ggTgTCCCATCAgCCACCT-3′; *adamts1* probe 5′-/56-FAM/CTGCAAgTT/ZEN/ggTgTGCCgAgCgAAGG/3IABkFQ/-3′. We used 1 µl of reverse transcriptase reactions for detection of *runx1* and *adamts1* cDNA, and 1 µl of a 1:10 dilution of the cDNA was used to quantify *mob4*. Standard Bio-Rad reaction conditions were used: 10 µl 2× ddPCR Supermix for Probes (No dUTP) (#1863023), 0.9 µM forward primer, 0.9 µM reverse primer, 0.25 µM probe, desired template amount and remaining volume of water to achieve 20 µl reaction volume. Reactions were partitioned into droplets using Bio-Rad QX200 Droplet Generator (#1864002), mixing 20 µl of reaction with 70 µl Droplet Generation Oil for Probes (#1863005). Droplets were transferred to Eppendorf 96-well twin.tec semi-skirted 96-well PCR Plates (#951020389) and sealed with Bio-Rad Pierceable Foil Heat Seal (#1814040) using a Vitl Life Science Solutions Variable Temperature Sealer (#V902001). PCR thermocycling conditions were performed as follows: 50°C for 2 min, 95°C for 2 min, 55 cycles of 95°C 30 s, 60°C for 1 min and 72°C for 30 s, followed by 72°C for 30 s and then 12°C, using Bio-Rad T100 Thermal Cycler (#1861096). Reactions were read using Bio-Rad QX200 Droplet Reader (#1864003) and thresholds were drawn between the positive and negative droplet populations using the Bio-Rad QX Software Version 2.1. Data were exported to Apple Numbers for further processing. Analysis of resulting data had to conform to >10,000 accepted reaction droplets, >1000 negative reaction droplets, and the number of positive droplets had to be greater than samples that did not receive reverse transcriptase. The calculated copies/µl for *runx1* and *adamts1* were normalized to *mob4*. These ratios were directly imported into GraphPad Prism to generate the figures.

#### RNAscope

Slides with hearts fixed in paraformaldehyde (4% overnight at 4°C) were sectioned, placed at −20°C for 2 h and then moved to −80°C overnight. From there we strictly followed the ACD (Biotechne) Technical Note Sample preparation for ‘fixed from tissue’ using RNAscope 2.5 Chromogenic assay. For the RNAscope protocol itself, we used the RNAscope Multiplex Fluorescent Reagent Kit v2 with the following modifications. We used protease IV, diluted fluorophores 1:3000, washed 3× each for 5 min with gentle mixing after. This was to get rid of as much background signal as possible in the muscle. We boiled slides for 5 min for the *adamts1* probe (made for this project) or 10 min for the *runx1* probe (Koth et al., 2020). After the last developing and wash for the RNAscope, we washed slides 3× in PBS with 0.05% Tween, left them to block for 1 h at room temperature in 1% goat serum, 1% BSA, and then in primary with the MHC (MF20) antibody (1:100 overnight at 4°C). Slides were washed and coverslipped the next day as normal. Hearts were then imaged on a Zeiss LSM900 Airyscan2 confocal.

## Supplementary Material

10.1242/develop.204458_sup1 Supplementary information

Table S1. RNAseq analysis of Δ*REN* mutant hearts during regeneration. Lists of transcripts that significantly change in abundance.

Table S2. RNAseq analysis of uninjured Δ*REN* mutant hearts. Lists of transcripts that significantly change in abundance.

Table S3. Summary of Hi-C and tandem snRNA-seq/ATAC-seq data from Yang et al., 2020). All interactions with *REN*, *runx1*, and *adamts1* are collated.

# Supplementary material for: A cardiac transcriptional enhancer is repurposed during regeneration to activate an anti-proliferative program
**Source:** Development. 2025 Feb 17;152(4):DEV204458. doi: 10.1242/dev.204458
**Supplement:** Supplementary information

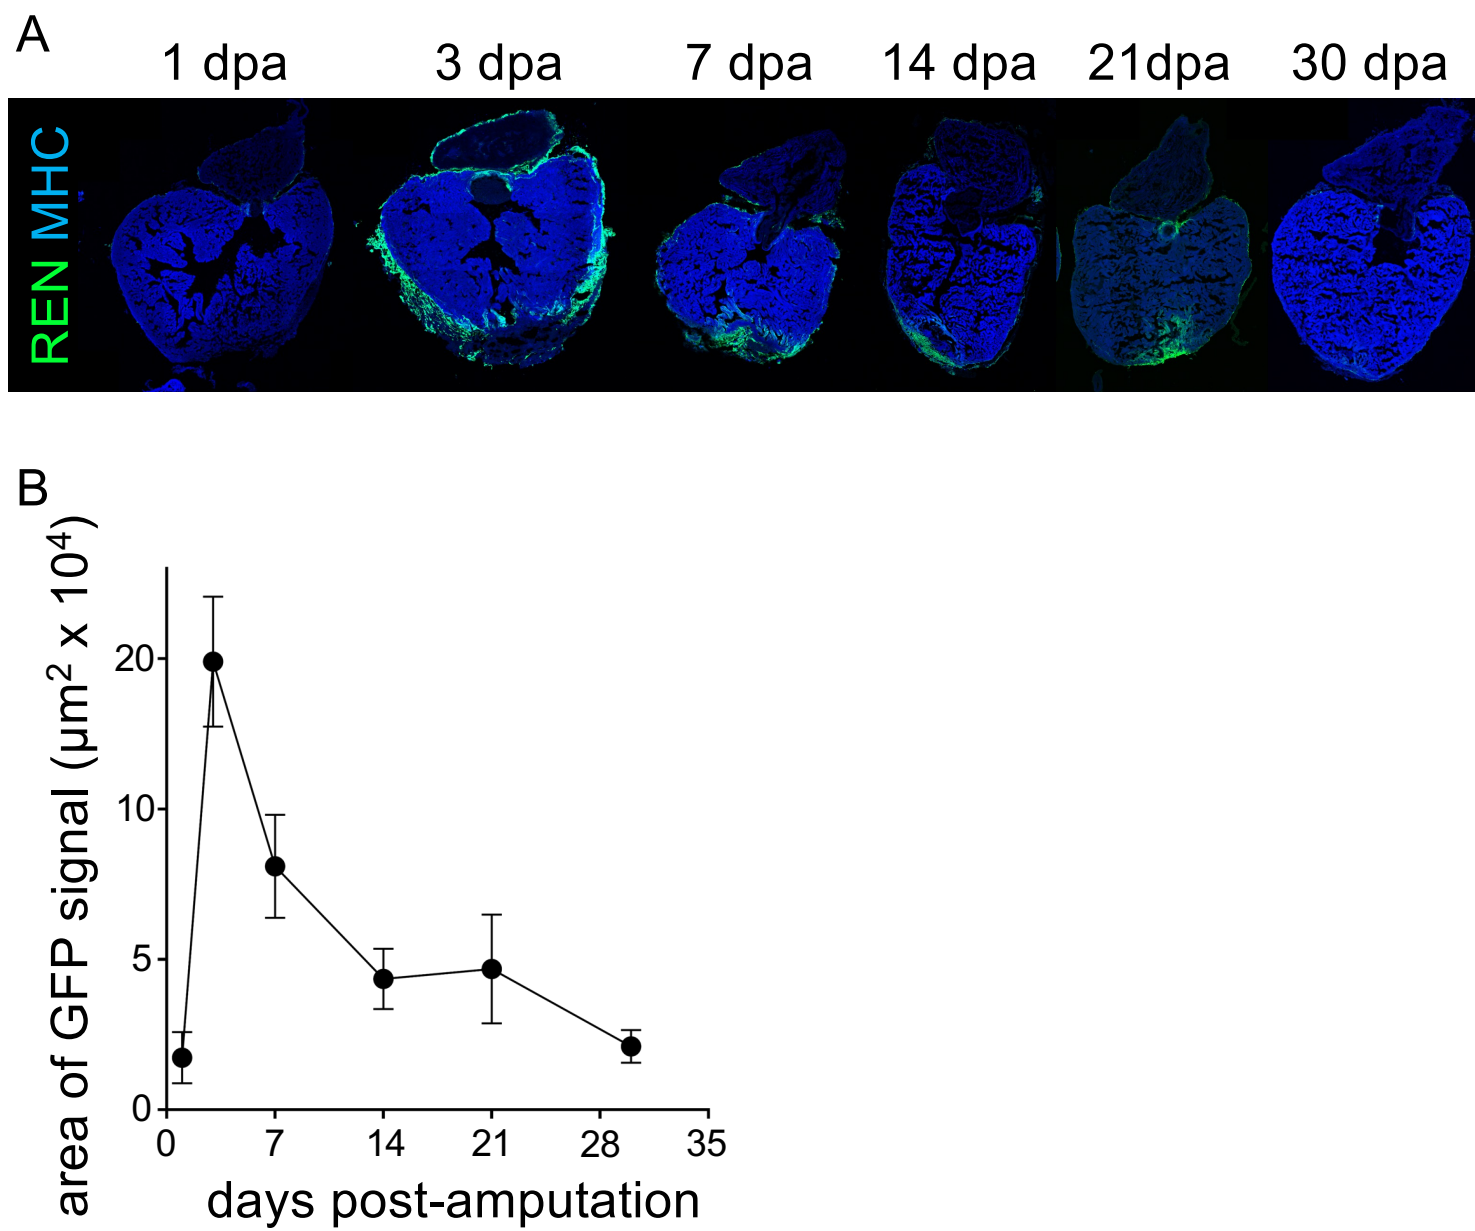

Fig. S1.

(A) Time course of *REN:GFP* expression throughout the heart during regeneration. REN – green, MHC – blue. (B) Quantification of total area containing GFP fluorescence.

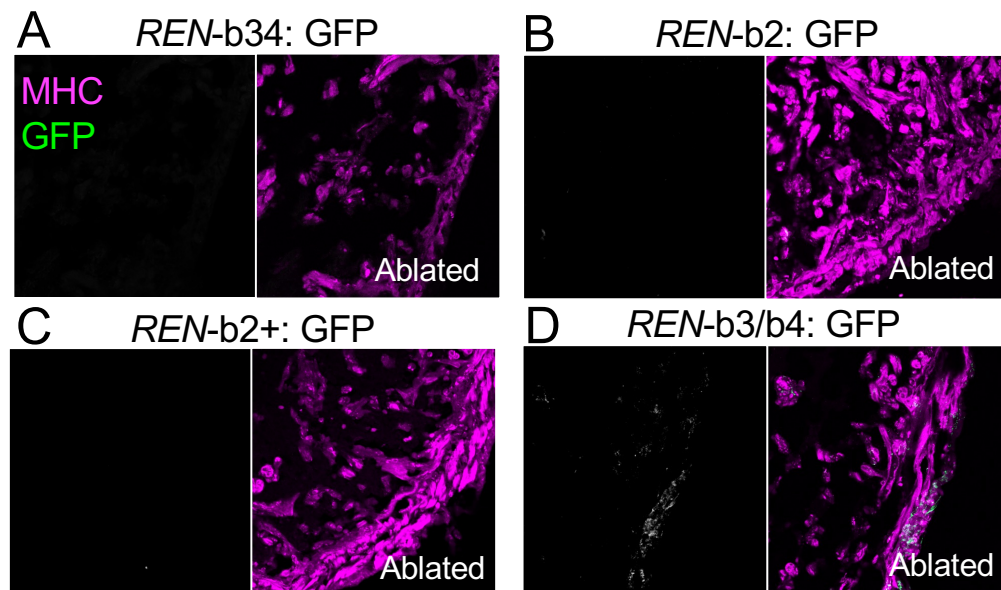

Fig. S2.

(A-D) Heart sections from the different REN fragments (labeled) in ZCAT hearts ablated 7 days-post-induction. Left – gray scale of GFP. Right – MHC (red), REN:GFP (green).

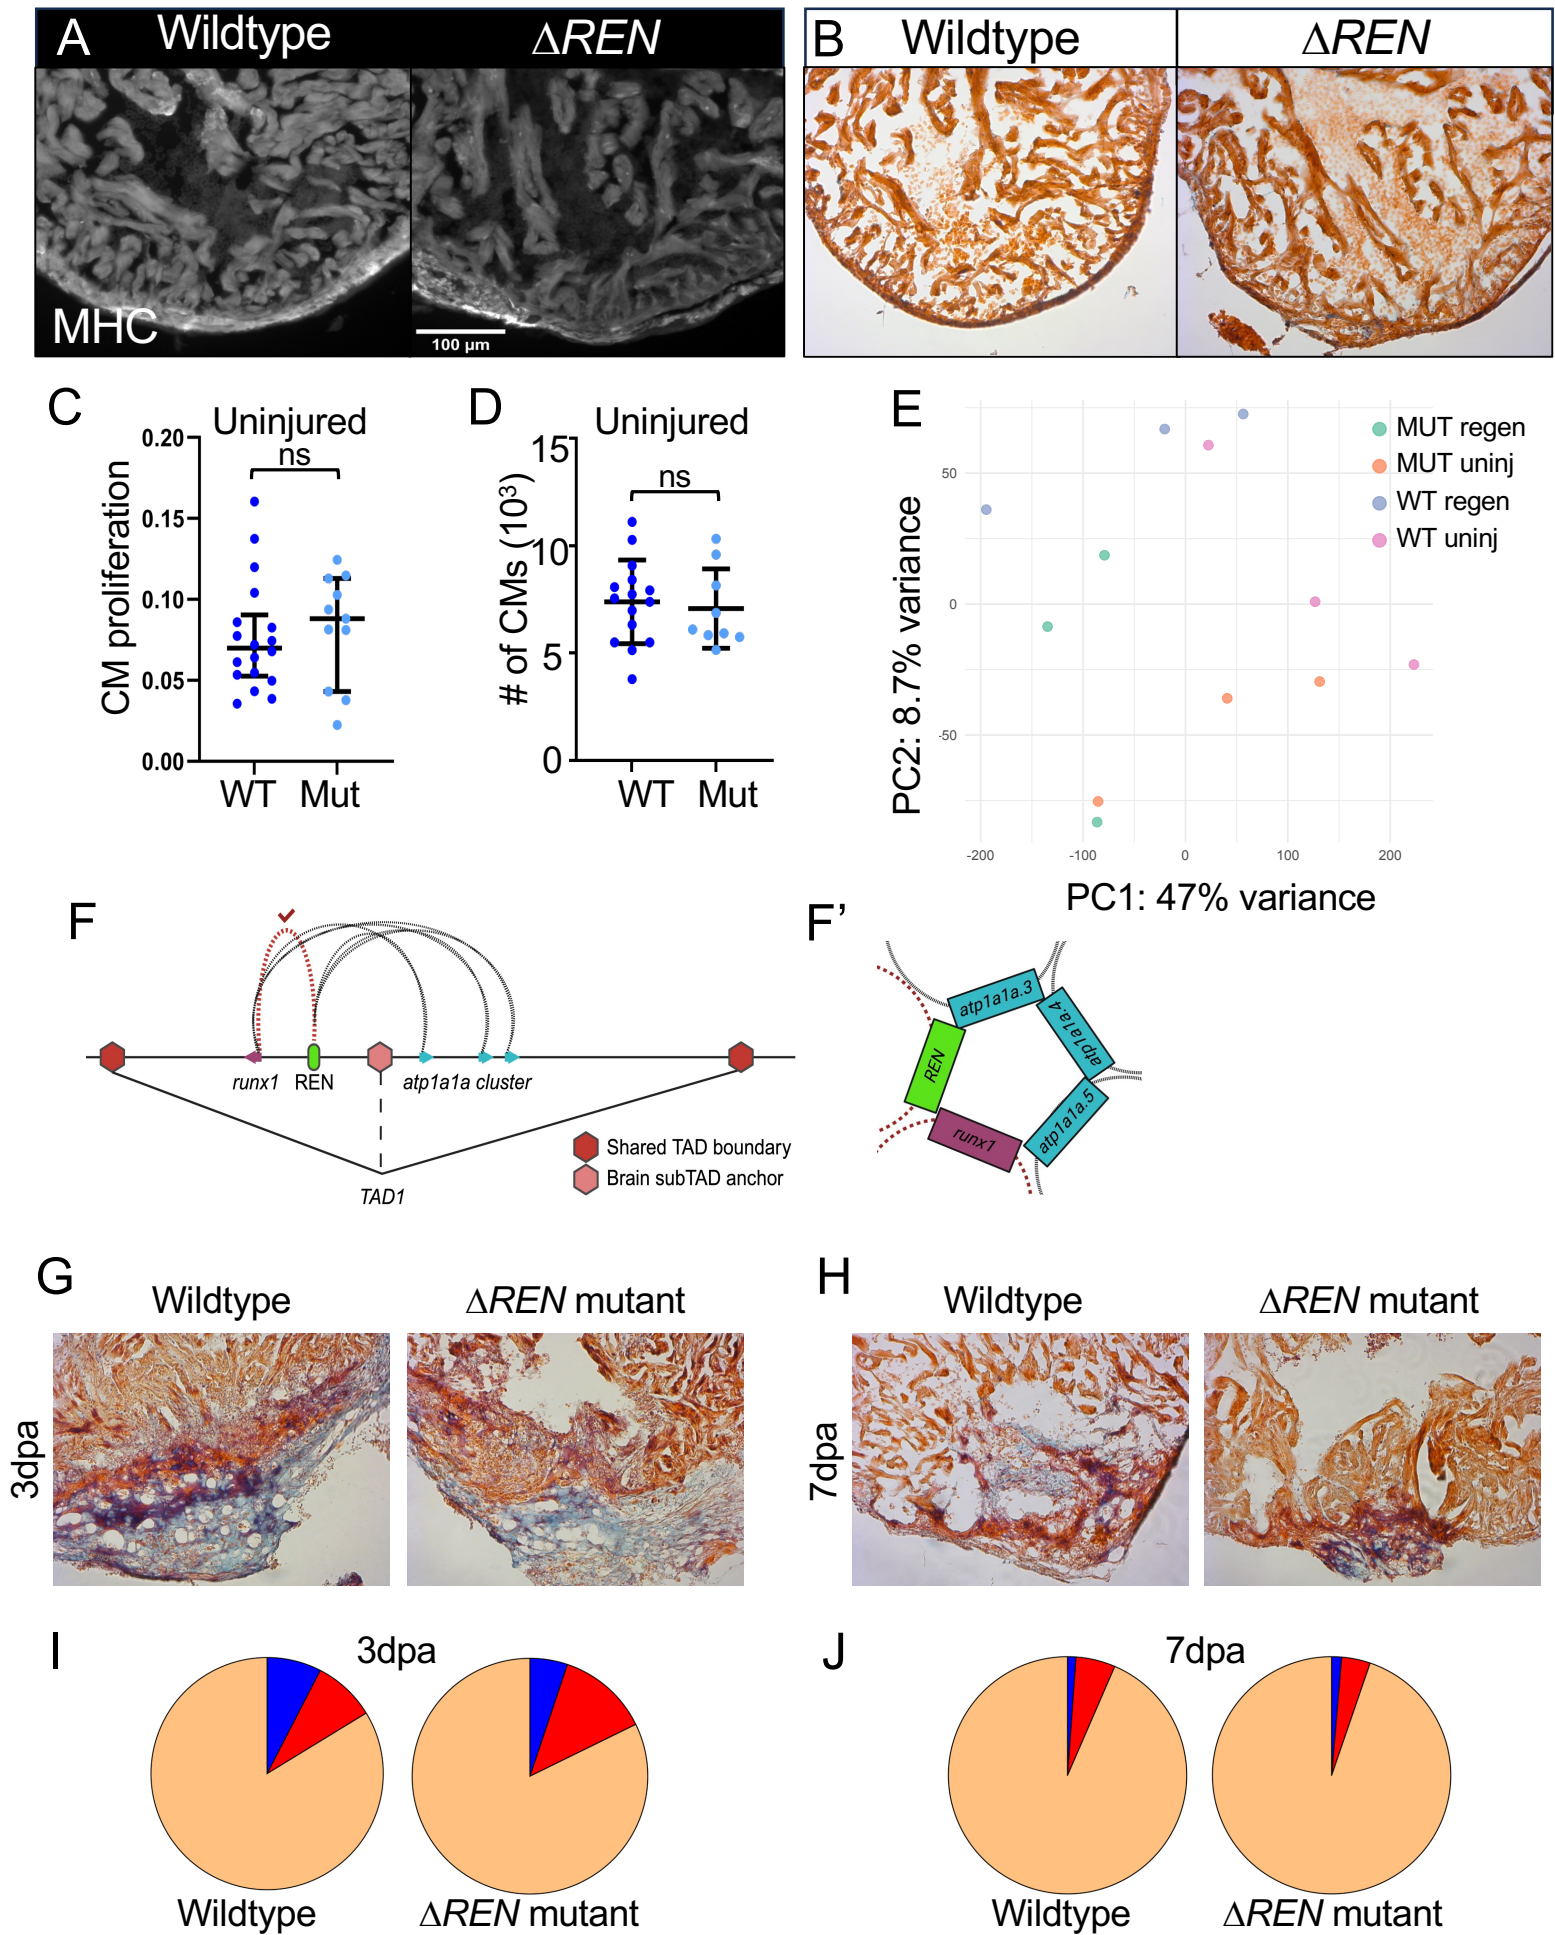

Fig. S3.

(A) Wildtype and mutant hearts were stained with MHC 30 days-after-amputation. (B) AFOG staining of the same hearts. (C) Quantification of CM proliferation indices (Mef2/EdU double positive over total Mef2 positive) in uninjured ventricles (wildtype average = 0.78%; mutant average = 0.54%; Welch's t-test, p-value = .252, N = 7 vs 11). Wildtype – blue, mutant – light blue. Horizontal black bars display the mean (middle) or standard error (top and bottom). (D) Graph of total Mef2-positive CM numbers counts in adult uninjured hearts (average = 2095 and 1666; Welch's t-test, p-value = 0.115, N = 7 vs 11). (E) PCA analysis of RNAseq replicates. 

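Over the 9667 tested genes, the first 3 principal components of the log2 CPM held 32.7%, 15.4% and 13.9% of the variance. Over the 500 genes of highest variance the first held 49.1%. The first component followed the share of a library's counts outside ribosomal RNA, with Pearson's r = 0.866 (permutation p = 0.00036, two-sided, 100000 resamples) and Spearman's rho = 0.923 (permutation p = 7e-05) over the 12 libraries. Pearson's r was 0.857 over the 500 genes of highest variance and 0.867 without haemoglobin and mitochondrial genes. No other property of the libraries was tested against the component. Its scores also differed by injury, from -55.56 to -29.89 in uninjured and -11.41 to 39.55 in 7 dpa wild-type libraries. In mutants the scores ran from -31.22 to 10.52 uninjured and from 34.73 to 51.08 at 7 dpa. Over the tested genes, r was 0.832 without mutant replicate 3 and wild-type replicate 3 at 7 dpa, the libraries farthest from the median share. Between deviations from the group means it was 0.844. Correlations between libraries of the same group ran from 0.832 to 0.933 and those between groups from 0.73 to 0.927.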

(F) Cartoon of the TAD detected at the end of chromosome 1 in brain and muscle that contains both *REN* and *runx1*. Genes whose promoters are found to interact with *runx1* are also included and interactions are indicated by the dashed lines. *REN* was also found to interact with *runx1* (and the other genes) in the same data sets from Yang et al. (F') Cartoon showing the 'REN enhancer hub' where promoters for *runx1* and the three *atp1a1a* genes all interact with *REN* and each other. Created in BioRender by Goldman, A. (2025) (<https://BioRender.com/z55t285>) based on the data from Yang et al. This figure was sublicensed under CC-BY 4.0 terms. (G-H) Representative image of injury site from wildtype and ΔREN mutant hearts stained with AFOG at 3 days-post-amputation (G) and 7dpa (H). (I) Calculation of relative fibrin (red) and collagen (blue) levels from 3dpa based on Koth et al. methodology. wildtype averages: collagen = 7.75%; fibrin = 8.70%; muscle (orange) = 83.73%; mutant averages: collagen = 5.16%; fibrin = 12.60%; muscle (orange) = 82.25%; Chi-square p-value = 0.3376; N=7,5. (J) Calculation of relative fibrin (red) and collagen (blue) levels from 7dpa based on Koth et al. methodology. wildtype averages: collagen = 1.13%; fibrin = 5.36%; muscle (orange) = 93.51%; mutant averages: collagen = 1.35%; fibrin = 3.89%; muscle (orange) = 93.51%; Chi-square p-value = 0.825; N=5,6.

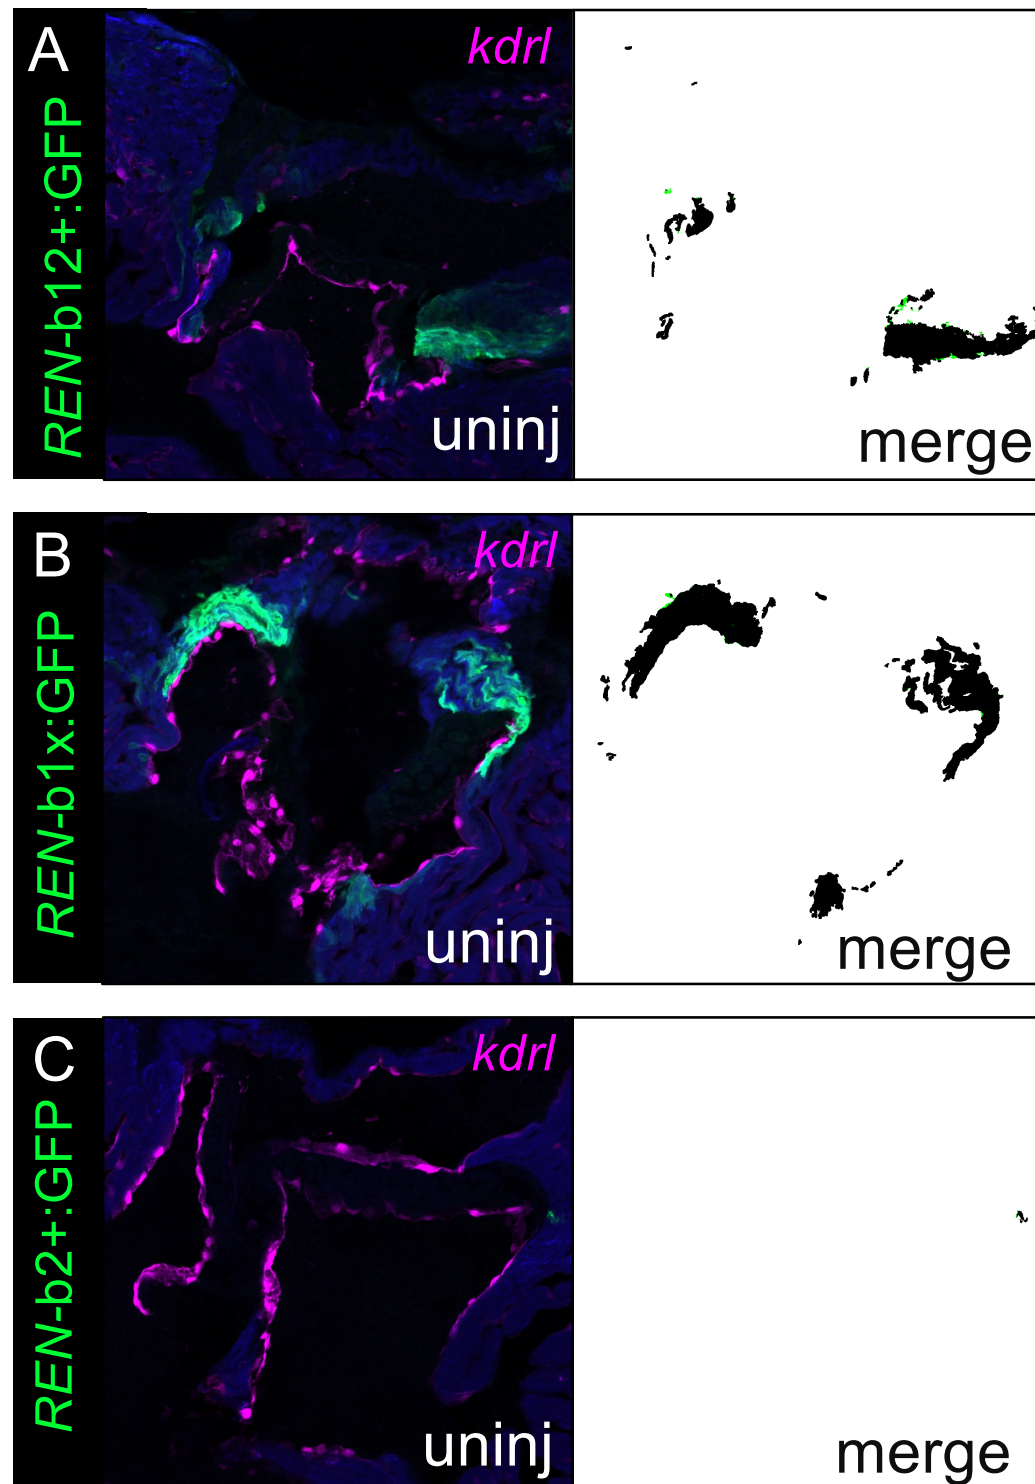

Fig. S4.

(A) Minimal fragment of REN is sufficient for CM expression around uninjured valves (REN-b1X); muscle (blue) and GFP (green). Right - MIPAR rendition of colocalized areas from REN-b1X are shown in black with excess GFP remaining in green. (B) REN fragments b12+ (C) and b2+.

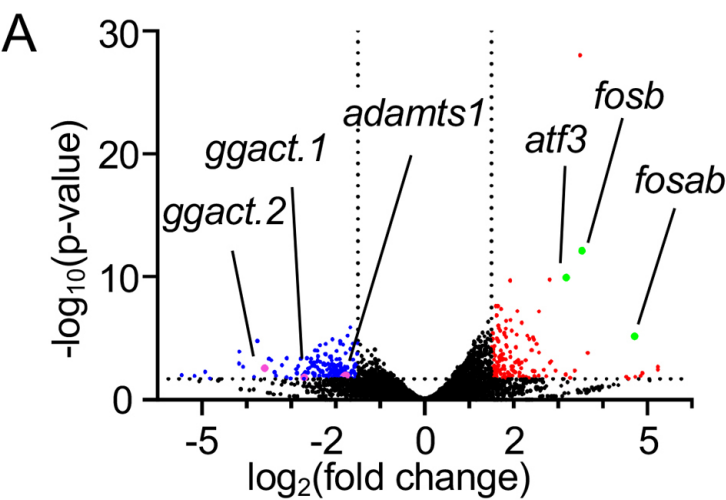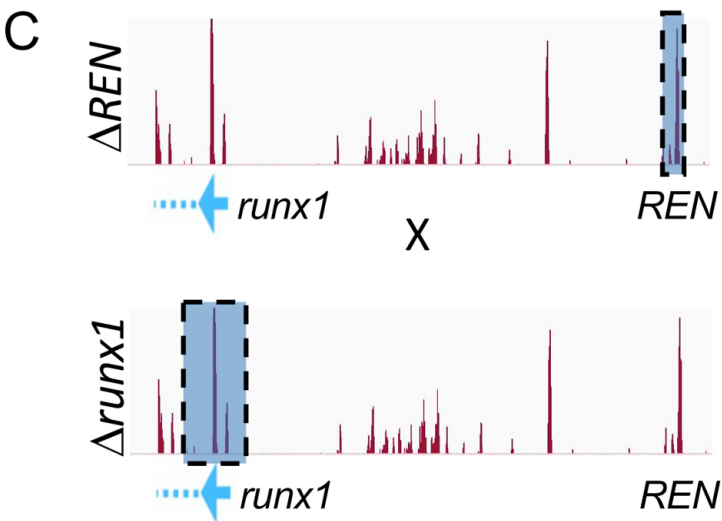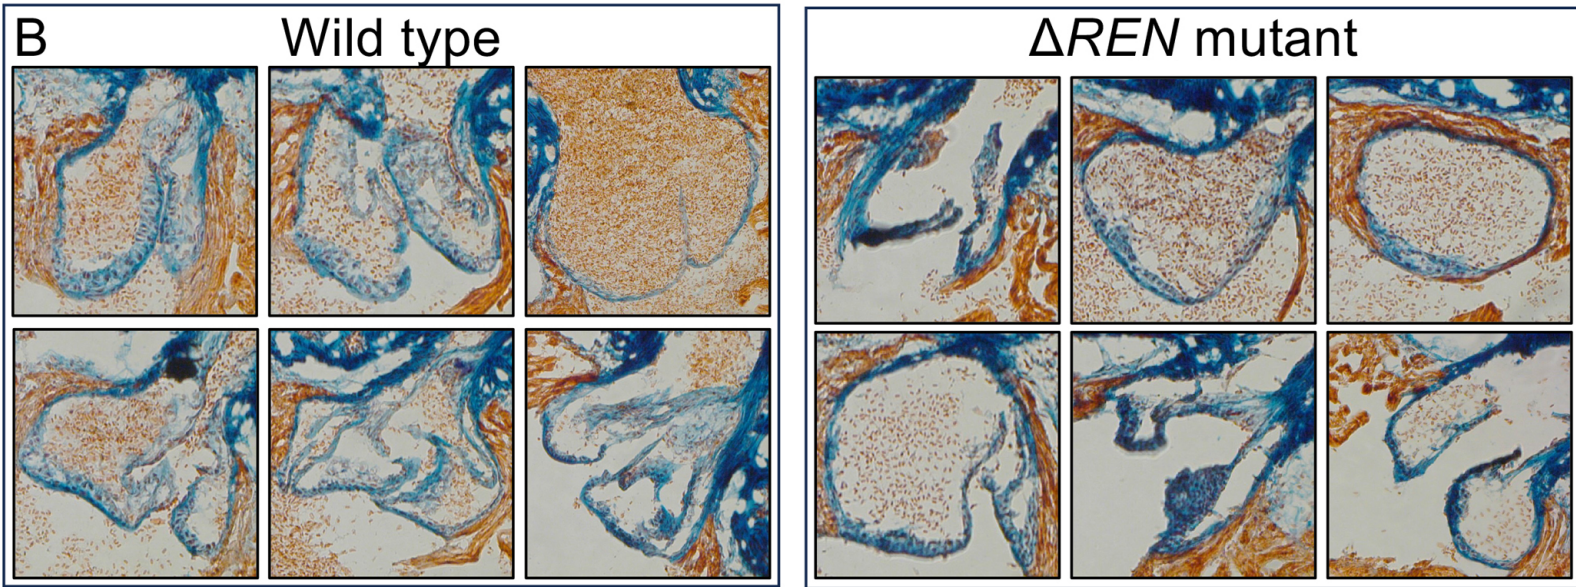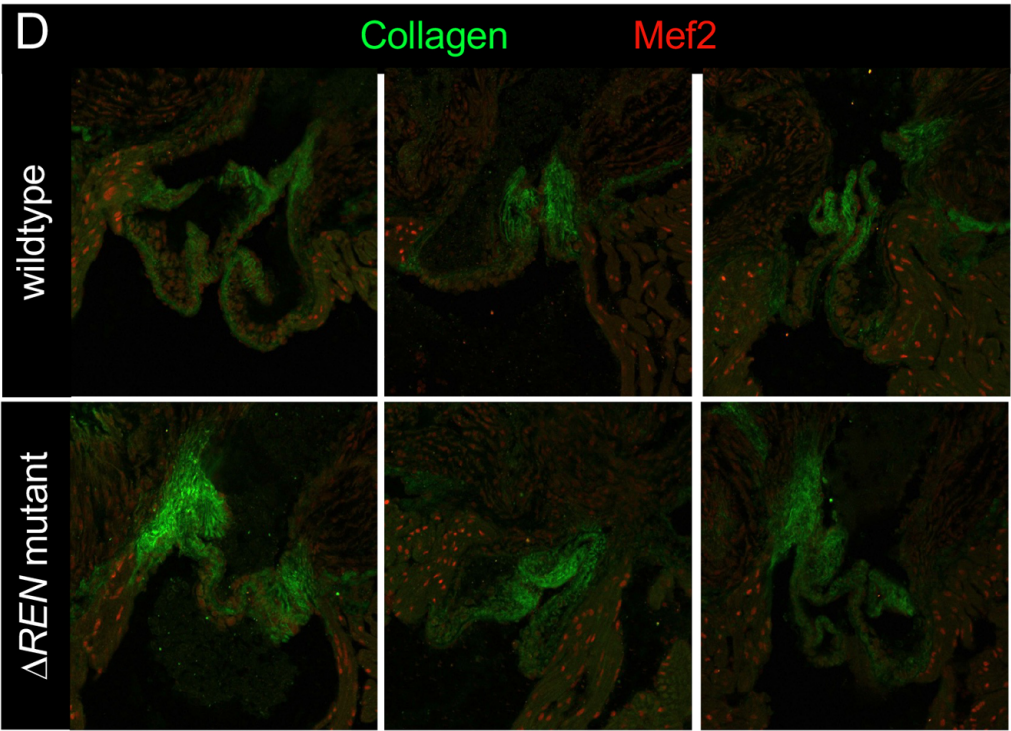

Fig. S5.

(A) Volcano plot showing differences in RNAseq from uninjured wildtype hearts vs uninjured ΔREN hearts. Transcripts of genes decreasing within 1.7Mb of REN on chromosome 1 are highlighted in pink and labeled with arrows. 

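The genes *ggact.2* and *ggact.1*, which start 945.5 and 949.5 kb from *REN* and outside its domain, encode gamma-glutamylamine cyclotransferases, enzymes that degrade crosslinked peptides. Both had too few counts for the filter. The gene *ggact.1* (ENSDARG00000070581, chromosome 1 of GRCz10 from 2306300 to 2309752) had 1 to 19 counts in each uninjured wild-type library and 0 to 3 in each uninjured Δ*REN* library. In the fit to which it was added after the data were seen, its log2 fold change was -2.84 ± 0.95 (adjusted p = 0.153 from edgeR's quasi-likelihood test). At 7 dpa, *ggact.1* had 1 count in mutants against 41 in wild type, a ratio of 0.0251 with a 95% counting interval of 0.000621 to 0.148 (adjusted p = 0.0961 from edgeR). The gene *ggact.2* (ENSDARG00000038248, from 2302346 to 2305380) had 2 counts in uninjured mutants against 15 in wild type, a ratio of 0.0807 with a 95% counting interval of 0.00895 to 0.347 (adjusted p = 0.147 from edgeR). These intervals cover counting error only.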

Members of the AP1 transcription factor complex are highlighted in green and labeled with arrows. (B) AFOG staining of uninjured wildtype and uninjured ΔREN mutant hearts. Images are zoomed in on the region around valves near the outflow tract. All replicates are included here to show support Figure 5DE. (C) Cartoon of complementation experiment. Shown are the regions of chromosome 1 deleted in the ΔREN and $\Delta runx1$ mutant lines (dashed blue boxes). The Y-axis is the enrichment of cardiomyocyte specific–histone H3.3 and the X-axis are coordinates along chromosome 1. (D) Immunofluorescence of cardiac valves with Collagen I (green) and Mef2c (red) antibodies. replicates are included here to support Figure 5F.

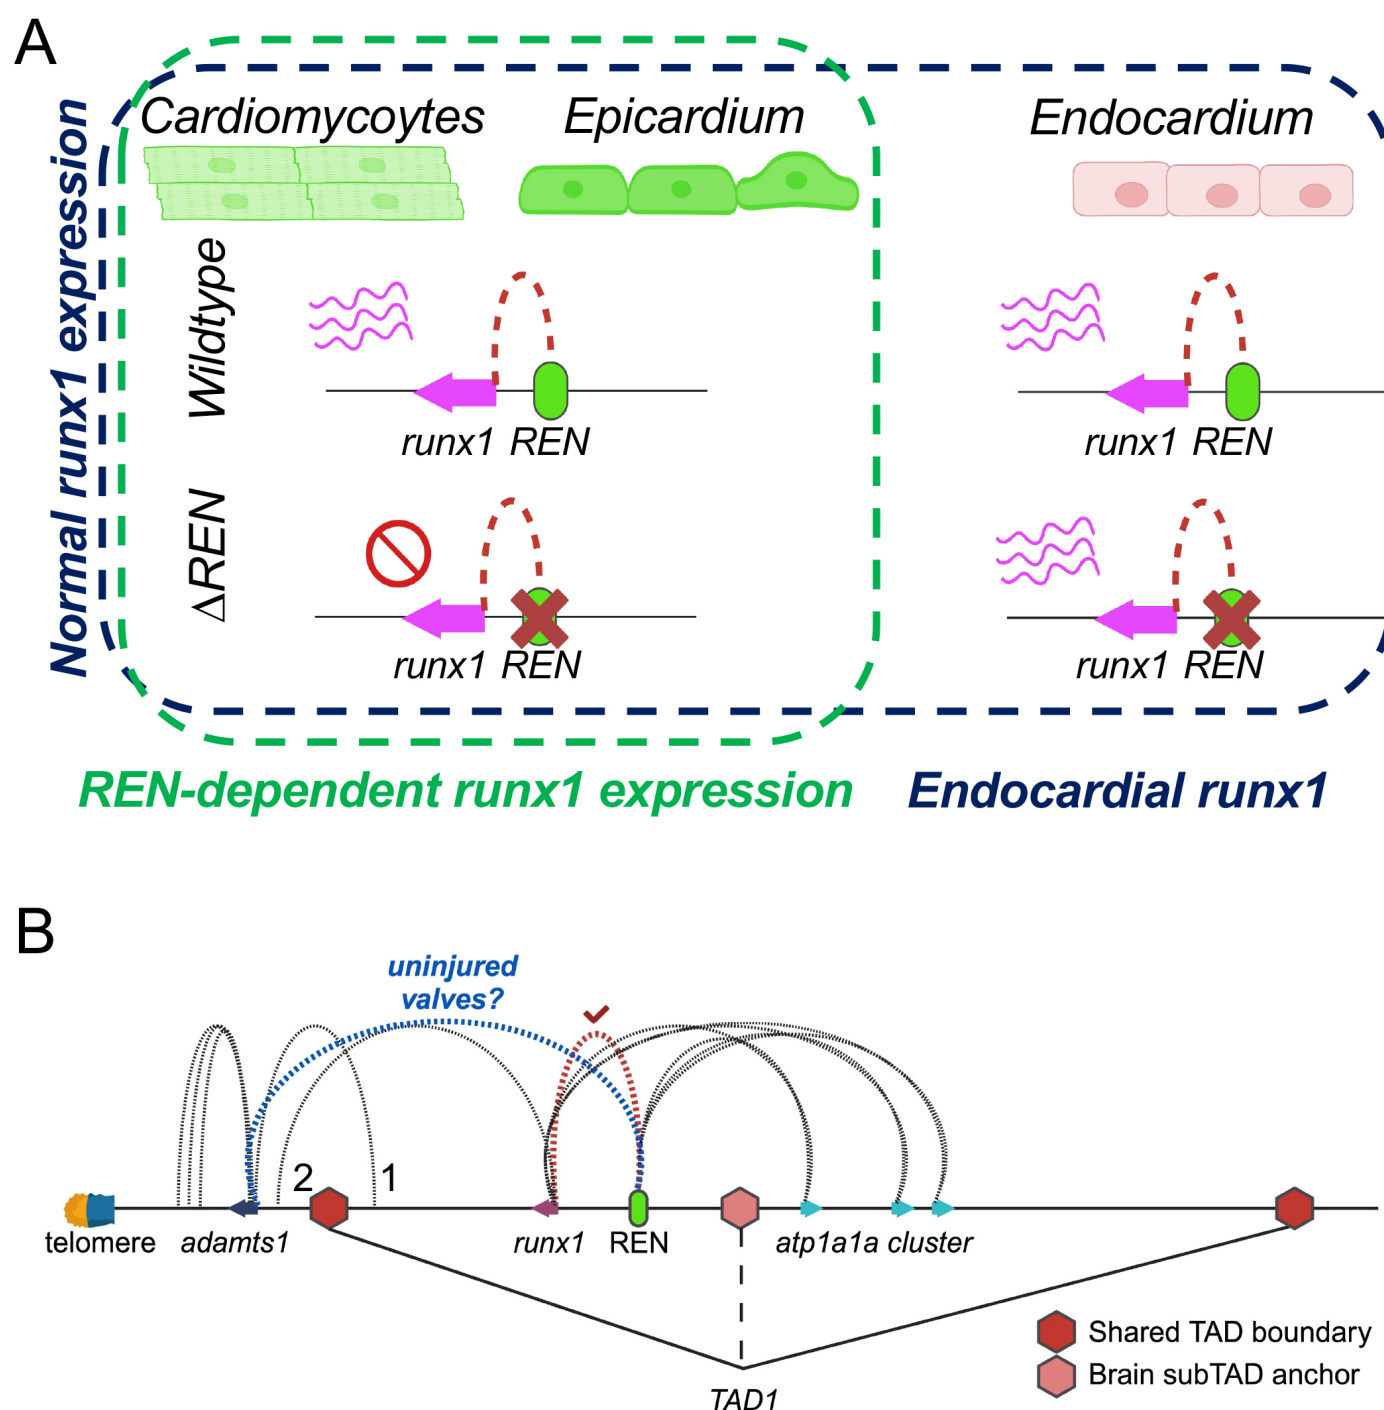**Fig. S6.**

(A) The *REN* enhancer deletion effectively acts as a CM and epicardial knockout of *runx1* during regeneration. After injury *REN:GFP* only expresses in CMs and epicardium but *runx1* is also endocardial. Thus, knockout of *REN* has *wild type* endocardial expression of *runx1*. Proliferation phenotypes in ΔREN therefore arise from CMs or epicardium. (B) Cartoon of the entire region of chromosome 1 including the telomeric end and the TAD containing both *REN* and *runx1*. Genes are shown as arrows with dotted lines representing 3D interactions found by Hi-ChIP. The loop marked 1 is the interaction of the *adamts1* promoter with an enhancer within the TAD. The loop marked 2 is the interaction between the *runx1* and an enhancer outside of the TAD nearby *adamts1*. Created in BioRender by Goldman, A. (2025). <https://BioRender.com/k15g754>. This figure was sublicensed under CC-BY 4.0 terms.

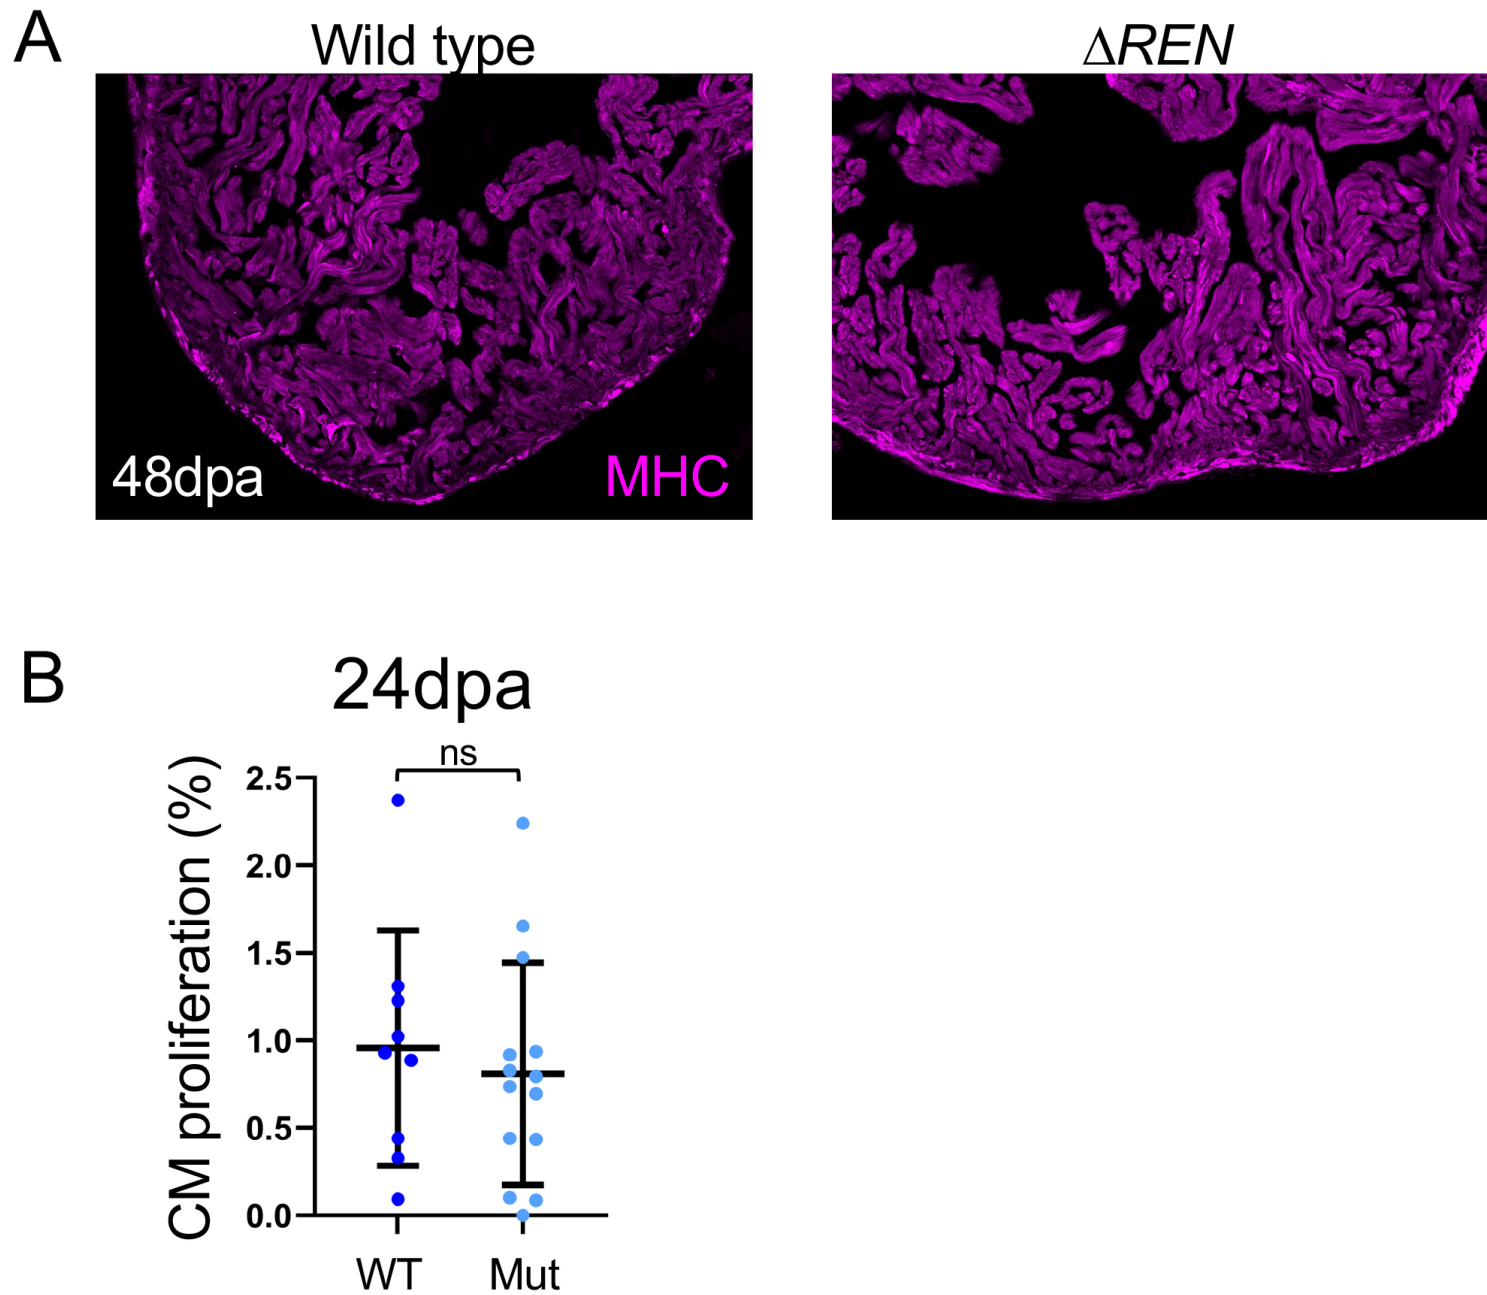

Fig. S7. The ΔREN mutants show no obvious phenotypes in muscle growth at the end of regeneration.

(A) No excess muscle growth was observed 48 days after amputation (dpa). Muscle was stained with an antibody directed towards the Myosin heavy chain (MHC). (B) There is no significant difference in CM proliferation indexes towards the end of regeneration (24 dpa).

Table S1. RNAseq analysis of ΔREN mutant hearts during regeneration. Lists of transcripts that significantly change in abundance.

Available for download at

<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.204458#supplementary-data>

Table S2. RNAseq analysis of uninjured ΔREN mutant hearts. Lists of transcripts that significantly change in abundance.

Available for download at

<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.204458#supplementary-data>

Table S3. Summary of Hi-C and tandem snRNA-seq/ATAC-seq data from Yang et al., 2020). All interactions with *REN*, *runx1*, and *adamts1* are collated.

Available for download at

<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.204458#supplementary-data>

How the deposited data were processed for this re-analysis (not part of the article)

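Hearts of adult zebrafish under 1 year of age, homozygous for the deletion of *REN* or wild type, were sequenced uninjured and at 7 dpa, with 3 libraries per group and 12 in all. The labels describe the RNA as selected for poly(A) and name the injured hearts by days after injury, where the paper writes dpa. Per the file headers and the paper's Methods, the authors made the counts by aligning read pairs to GRCz10 with HISAT2 and counting fragments per Ensembl gene with featureCounts 1.5.1, unstranded and without multi-mapping reads, and the values are raw counts as deposited, 1 file per library, with no normalization. Libraries were not found to be copies of each other. Symbols came from the reference of gene names paired with the study's Ensembl genes, and 1131 genes kept a human-style symbol. The paper's supplementary tables were held in part where long: 1999 of 3401 transcripts in each of the first sheets of Table S1, 331 of 983 in the sheet filtered by FDR and 1999 of 11914 in the first sheet of Table S2.

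Groups follow the labels for genotype and injury. One model with the 4 group means was fitted to the 12 libraries with edgeR 4.0.16 in R 4.3.3, with TMM factors, the filterByExpr filter at its default count of 10 given the groups, and the quasi-likelihood F-test. The 5 comparisons were regeneration (7 dpa against uninjured) in wild type and in mutants, mutant against wild type in uninjured hearts and at 7 dpa, and the difference of the regeneration responses. p was adjusted by Benjamini-Hochberg over the genes tested in each comparison, at a threshold of 0.05. Whether replicate numbers pair the libraries is not known. Over 18 pairs of libraries with the same number, correlations of residuals ran from -0.165 to 0.341 with 4 above 0.1. Over pairs with other numbers they ran from -0.391 to 0.472, so these correlations can neither show nor exclude a pairing. The fit has no replicate term. The regression of the paper's Methods was rebuilt with an ordinary line and a limit of 1 on the residual.

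Of the gene lists written before the files were opened, 26 had at least 5 tested genes and were tested in all 5 comparisons with limma 3.58.1's camera, on log2 CPM with a prior count of 2 and a preset correlation between genes of 0.01, and again with the correlation estimated for each list. p was adjusted over the 130 tests. In 6 of 104 list medians a member had a group with no counts, and with these members at a bound of 3 counts the largest move of a median was 0.0851. For *fosb*, *ggact.1* and *ggact.2*, comparisons in which a group held 1 to 3 counts are given as a ratio with a counting interval. A set of genes below the filter that the paper names was added to the tested genes in a second fit, chosen after the data were seen, since with no filter at all edgeR estimated infinite prior degrees of freedom, 1 dispersion trend with no spread between genes.

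Genes named in the text are those the paper names, for each comparison up to 10 higher and 10 lower with the smallest p among those that passed, had a symbol, a mean log2 CPM of at least 1 and no overlap between groups, up to 4 members per list described, and tested genes within 1.7 Mb of *REN* with an unadjusted p under 0.05. The first part of Table S2 had been seen when the lists were written. The genes named below the line and for the difference of the responses, and members beyond that number, were named after their values were seen.

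Alternatives were RLE factors, library sizes alone, DESeq2 1.42.0, edgeR's exact test, limma's voom with quality weights, no filter, a filter of 1 CPM in 3 libraries, only the groups compared, a block for replicate numbers and each library left out in turn. Added after the data were seen were the ribosomal RNA features left out, the 3 libraries that stand apart left out together, the share of counts outside ribosomal RNA as a covariate, and a trend on exonic length removed. The 3 libraries were chosen then by no stated rule. Mutant replicate 3 at 7 dpa, with the highest share outside ribosomal RNA (55.81%), was kept. Medians of lists with libraries left out, with the covariate and by voom were also added then. Depth outside ribosomal RNA sets the precision: 4037 to 11499 genes had 10 or more counts per library. The pipeline was tested on simulated data with these library sizes, where edgeR found 9 to 12 of 100 genes with a 2-fold change and 57 to 83 of 100 with a 4-fold change in the comparisons of 2 groups. Imaging, ddPCR and chromatin data of the paper were not analysed here.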

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

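The tests of gene length and of genes linked to the deletion, and the settings with a covariate, without ribosomal RNA features, with a length trend removed or without the 3 libraries that stand apart, and the medians of lists with libraries left out, were chosen after the results were seen.

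At 7 dpa, 20 genes differed between Δ*REN* mutants and wild-type siblings, a comparison the paper does not report, 19 higher and 1 lower in mutants, with 1335 at an unadjusted p under 0.05. Among the higher were *nppb*, which encodes a natriuretic peptide of stressed heart muscle (log2 fold change 1.92 ± 0.34, adjusted p = 0.028 from edgeR's quasi-likelihood test), *edn1*, which encodes the vasoconstrictor endothelin 1 (7.54-fold), and the integrin gene *itga6a* (5.05-fold). The gene for the erythropoietin receptor, *epor*, was the 1 lower (log2 fold change -2.09 ± 0.39, adjusted p = 0.0448). Its call was kept in 14 of 25 alternatives, with adjusted p of 2.78e-05 to 0.297, and ended without any 1 of 9 libraries, all but uninjured wild-type replicate 1, wild-type replicate 1 at 7 dpa and uninjured mutant replicate 1. The calls of *nppb*, *edn1* and *itga6a* were kept in 17, 10 and 20 of 25. The 20 calls fell to 3 without wild-type replicate 2 or mutant replicate 1 at 7 dpa. They fell to 4 without uninjured replicate 2 of wild type or of mutants, without wild-type replicate 1 at 7 dpa and with only the groups compared. With library sizes alone 4 were higher and 1 lower, and the median of all genes moved by 0.35. The direction of the balance depends on the libraries: 38 were higher and 54 lower without wild-type replicate 3 at 7 dpa, and 90 higher and 292 lower without the 3 libraries that stand apart. With no filter 119 were higher and 148 lower. The 10 splits of these 6 libraries are too few for a share under 0.05. The real split gave 20 calls and the highest other gave 89, so that 2 of 10 were as high. That other split sets wild-type replicates 1 and 2 and mutant replicate 2 against the rest, the lowest against the highest shares of counts outside ribosomal RNA, which points to a structure of the libraries, and with this share as a covariate 44 genes were called, 17 higher and 27 lower.

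The gene *si:ch211-132b12.7* (ENSDARG00000068374, chromosome 18 from 40678423 to 40694600), which has no described function in the reference, stood out and is not named in the paper's text. It was 11.0-fold higher in uninjured mutants (log2 fold change 3.45 ± 0.26, adjusted p = 3.43e-07 from edgeR) and 3.88-fold higher at 7 dpa (1.96 ± 0.22, adjusted p = 0.000321). Its abundance was 3.14 ± 0.418, 8.14 ± 0.952, 35.2 ± 5.28 and 31.4 ± 3.73 CPM (SD, n = 3) in uninjured and 7 dpa wild-type and in uninjured and 7 dpa mutant hearts.

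At the preset correlation, 4 gene lists passed camera for the difference between the genotypes' responses. Oxidative phosphorylation gave adjusted p = 2.44e-13 (0.761 with an estimated correlation), with a median difference of 0.74. Glycolysis gave 0.00031 (0.451 with an estimated correlation; 30 genes, median 0.45) and leukocyte genes 0.0134 (0.776 with an estimated correlation; median 0.70, and -0.0793 without uninjured wild-type replicate 1). Red blood cell genes gave 0.00758 (0.761 with an estimated correlation; 18 genes, median -0.84, and 0.01 without the 3 libraries that stand apart). None of the 4 passed with an estimated correlation, and 0 of their members passed edgeR's quasi-likelihood test of the difference, DESeq2 or voom, with 18, 3, 9 and 5 at an unadjusted p under 0.05.

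The smallest share of counts outside ribosomal RNA was 15.35%, in uninjured wild-type replicate 2, in features the paper does not discuss.

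For the 70 genes higher in uninjured mutants and the AP-1 genes called at either stage, the ribosomal RNA share was tested as a covariate. The values argue against an effect of the share seen within groups as the whole cause. The slope comes from libraries of the same group, where called genes vary little, so an effect seen only between groups is not excluded. For all 83 genes the values argue against gene length, since 77 were still called with a length trend removed. With the share as a covariate, the median log2 fold change of the 70 was 1.40 against 1.43 (interquartile range 0.608). Of the 70, 45 were still called. In the other 25 the median moved from 1.2 (interquartile range 0.254) to 1.06 (interquartile range 0.2) and the median standard error from 0.267 to 0.283, and the calls ended with both. Of the 13 lower genes 5 were still called, and the median of the 13 was -1.65 against -1.78 (interquartile range 0.485). Of AP-1 members, 4 values passed in uninjured hearts and 6 at 7 dpa, with *fosab* in both. The median of these 10 values was, with the covariate, 2.50 against 2.47 (interquartile range 1.72), and each kept at least 78.7% of its size. With the covariate, 3 members were called in uninjured hearts and 3 at 7 dpa. With a trend on gene length removed, 119 genes were called, 77 of them among the 83. The 10 splits of the libraries are too few for a share under 0.05: the real split gave 83 calls and the highest other 0, so that 1 of 10 was as high. The paper states that both sexes were mixed in similar proportions in every condition and that the controls were siblings, while the sex and clutch of the fish in each library are not given. The time from killing a fish to freezing a heart, which immediate early genes follow, is not given either. A biological effect of the deletion and a difference in this time stay open, as does what remains of sex and clutch within these groups.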

How the results depend on the processing

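The alternatives without ribosomal RNA features, with the share outside ribosomal RNA as a covariate, with a length trend removed and without the 3 libraries that stand apart (uninjured wild-type replicate 3, wild-type replicate 3 at 7 dpa and uninjured mutant replicate 1) were added after the data were seen.

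None of the counts below kept within 1.5 times its value under every alternative, and where a count moved further the cause was not tested, unless fewer or more genes or libraries entered the fit. Genes that changed in regeneration of wild-type hearts (297) were 885 with library sizes alone, 462 with DESeq2, 532 with edgeR's exact test, 472 with voom, 622 with no filter, 166 with only the groups compared, 81 without the 3 libraries that stand apart, and 65 to 490 in the leave-one-out fits. In mutants (431) they were 698 with library sizes alone, 737 with the exact test, 866 with voom, 724 with no filter, 786 without the 3 libraries, and 167 to 592 leave-one-out.

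Between uninjured genotypes (83) the count was 10 with library sizes alone, 229 with DESeq2, 264 with the exact test, 291 with no filter, 16 without the 3 libraries, and 12 to 131 leave-one-out. It was 71 with RLE factors, 111 with voom and 70 with the covariate. At 7 dpa (20) it was 8 with RLE factors, 5 with library sizes alone, 117 with DESeq2, 134 with the exact test, 82 with voom, 267 with no filter, 8 with a filter of 1 CPM in 3 libraries, 4 with only the groups compared, 8 without ribosomal RNA features, 382 without the 3 libraries, 44 with the covariate, and 3 to 92 leave-one-out, the highest without wild-type replicate 3 at 7 dpa. For the difference of the responses (0) it was 3 with library sizes alone, 10 with DESeq2, 47 with no filter, 7 without the 3 libraries, and 0 to 3 leave-one-out, the 3 without uninjured mutant replicate 1.

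Transcripts beyond the line (64) were 170 with no filter, 639 with p under 0.05 in either genotype, 14 with adjusted p in both, 204 with adjusted p in either, 30 with a limit of 3-fold, and 69 to 121 leave-one-out. Transcripts past the paper's thresholds in uninjured mutants (229) were 492 with no filter, 130 with only the groups compared, 42 with the adjusted p, and 233 to 343 leave-one-out. Transcripts at an unadjusted p under 0.05 in wild type (1828) were 3015 with library sizes alone, 2795 with no filter, and 1419 to 2228 leave-one-out, and in mutants (1882) 3003 with library sizes alone and 1475 to 2118 leave-one-out. Of the list tests, 41 of 130 passed at the preset correlation and 0 with an estimated correlation. Calls among the genes near *REN*, adjusted over these genes alone and summed over the comparisons (3, against 1 when adjusted over all genes), were 1 with library sizes alone, 6 with the exact test, 6 with voom, 11 with no filter, and 1 to 8 leave-one-out. The first principal component (32.7%) held 49.1% over the 500 genes of highest variance.

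With a block for replicate numbers the counts of the 5 comparisons were 397, 539, 91, 24 and 0. Among the lists that passed camera at the preset correlation, directions of medians that turned with library sizes alone are those of oxidative phosphorylation, fatty acid oxidation, glycolysis, calcium handling, sarcomere and ventricle genes in wild type, of fatty acid oxidation, calcium handling and mitochondrially encoded genes in mutants, and of collagens between the genotypes at 7 dpa, and each of these kept its sign relative to the median of all genes. Medians of lists that did not pass turned too, such as that of sarcomere genes in mutants. No value of a named gene changed sign while called. Of the 83 genes near *REN*, 52 had too few counts to test.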

Differences from the paper's values

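The paper counts 305 transcripts beyond the regression line and 64 were found here, at the residual limit of 1 in the paper's Methods. The paper's legend of Fig. 3C gives a limit of 3-fold instead, at which 30 were found here, and the paper's counts refer to that figure. The counts come from unlike sets: the first sheet of the paper's Table S1 holds 3401 transcripts, and the line here was fitted through 577. A selection by p in either genotype together with the limit of 3-fold was not run. Of the alternatives set before the data were examined, only an adjusted p under 0.05 in either genotype, with 204, came within 1.5 times. The paper's 141 relatively decreased transcripts compare with 30 here, and the same alternative alone came within 1.5 times. The paper's 164 relatively increased transcripts compare with 34 here, and none of the 23 alternatives came within 1.5 times. In a second statement the paper gives 103 decreased transcripts, against 30 here, and here no filter and an adjusted p under 0.05 in either genotype came within 1.5 times. The paper's 50 increased transcripts of that statement do not differ from the 34 here by more than 1.5 times, as in 15 of the 23 alternatives.

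For *fosab* in uninjured mutants the paper gives a fold change of 26.3, and the value here is 11.36, with 8.56 to 15.4 over the 21 alternatives, none of which closes the gap. The paper's own Table S2 gives a log2 fold change of 3.54 for *fosab*, which does not differ from the 3.51 here, and 4.72 for *fosb*. The paper's text thus carries the folds of *fosab* and *fosb* in the opposite order to its table. With the 2 exchanged, the paper's 11.62 stands beside the 11.36 here for *fosab*, and the gap closes. For *fosb*, with 1 count in wild type, the ratio here is 32.1 with a 95% counting interval of 5.51 to 1290, which holds both of the paper's folds.

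For *col12a1b* the paper gives 11-fold in wild type and 31-fold in mutants, and the values here are 17.42 and 67.51, 1.58 and 2.18 times as high. On the log2 scale the gaps are 0.66 against a standard error of 0.65 in wild type and 1.1 against 0.72 in mutants. Both gaps lie beyond the standard error, in wild type by little. Over the alternatives the folds run from 12.065 to 29.68 and from 41.86 to 159.43. The gene is not in the part of the paper's Table S1 that was held, so its table could not be compared.

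The second principal component holds about 8.7% in Fig. S3E, read by eye, and 15.4% here.

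The paper places 3 of the transcripts with lower relative abundance on chromosome 1, *meis1a* among them, and 0 of the 30 below the line here lie there. For *meis1a* the difference of the responses was negative as in the paper (-1.80 ± 0.83), with adjusted p = 0.715 from edgeR's quasi-likelihood test. Its residual of -1.70 lies past the limit, and it was not among the 577 transcripts of the line since its unadjusted p in mutants was 0.147. It lay below the line with p or adjusted p under 0.05 in either genotype, with library sizes alone and with voom, and with adjusted p in either genotype 4 of the 114 transcripts below the line lay on chromosome 1. There were 3 without uninjured wild-type replicate 1, the paper's number, though without *meis1a*, and 9 with p in either genotype. The paper names *anln* among transcripts with a stronger response, and here *anln* did not reach an unadjusted p under 0.05 in wild type, so that it was not among the 577 transcripts of the line, while its residual of 1.67 lies above the limit. It lay above the line with p or adjusted p under 0.05 in either genotype, with library sizes alone, the exact test, voom, no filter or a block for replicate numbers, and without uninjured wild-type replicate 1. The paper states that *adamts1* was less abundant in uninjured mutants, and its Table S2 gives a log2 fold change of -1.777 with an unadjusted p of 0.0151 and an adjusted p of 0.224. The value here does not differ, at -1.83 with an unadjusted p of 0.0235 and adjusted p = 0.245 from edgeR's quasi-likelihood test. It passed the adjusted threshold in no alternative, a threshold that the paper's own value does not pass either. The paper's list takes an unadjusted p under 0.02, which the 0.0151 of the paper passes and the 0.0235 here does not. The paper also reports less *adamts1* around the valves of uninjured mutants by RNAscope, which was not analysed here.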

Other observations

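The test of genes linked to the deletion, and the medians of lists with libraries left out, with a covariate or by voom, were chosen after the result was seen.

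Of 38 tested genes of the circadian clock, a list written when part of the paper's Table S2 had been seen, 4 were higher and 1 was lower in uninjured Δ*REN* mutants (9 and 3 when adjusted over the list alone): the repressors *ciarta* (3.39-fold, log2 fold change 1.76 ± 0.37), *cry2* (3.03-fold, 1.60 ± 0.30) and *per1b* (2.46-fold, 1.297 ± 0.248) and the nuclear receptor gene *nr1d1* (3.05-fold, 1.61 ± 0.37) were higher and *cry3a* was lower. At 7 dpa, *cry2* was 2.52-fold higher (log2 fold change 1.33 ± 0.27), the 1 call of the list (8 higher and 6 lower when adjusted over the list alone), and in regeneration 0 of 38 passed edgeR's quasi-likelihood test in wild type, with 6 at an unadjusted p under 0.05 and 0 by DESeq2, the exact test or voom, and 1 rose and 2 fell in mutants. The list did not pass camera in uninjured hearts (adjusted p = 0.244, and adjusted p = 0.776 with an estimated correlation). The time of day at which hearts were taken is not in the labels.

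Between the genotypes at 7 dpa, of 74 oxidative phosphorylation genes 0 passed edgeR's quasi-likelihood test, 44 had an unadjusted p under 0.05, DESeq2 and the exact test called 3 each and voom 0, and 25 were higher when adjusted over the list alone. Their median log2 fold change was 0.74, with adjusted p = 2.9e-15 by camera and adjusted p = 0.66 with an estimated correlation. Of 30 glycolysis genes, 0 passed edgeR's test, 13 had an unadjusted p under 0.05, DESeq2 called 3, the exact test 2 and voom 1, and 8 were higher and 1 lower over the list alone, with a median of 0.45, adjusted p = 0.00177 by camera and adjusted p = 0.525 with an estimated correlation. In regeneration, *gpib* and *pgam2* fell in wild type, with a list median of -0.55 that turned to 0.44 with library sizes alone, adjusted p = 0.000288 by camera and adjusted p = 0.451 with an estimated correlation, and 2 rose and 1 fell in mutants. Of 18 red blood cell genes, all were lower in mutants at 7 dpa, 1 of them called (11 over the list alone), with a median of -1.10, adjusted p = 4.43e-07 by camera and adjusted p = 0.381 with an estimated correlation. The size of this fall depends on 1 library: haemoglobin genes took 0.319% of the counts outside ribosomal RNA in wild-type replicate 3 at 7 dpa, against 0.074% to 0.0891% in the other 5 libraries at 7 dpa, mutants included. Without it the median was -0.253, with 15 of the 18 lower and 1 called, and by voom, which weights libraries, it was -0.464 with 14 lower, while with the share outside ribosomal RNA as a covariate it was -1.33. Ribosomal protein genes had a median of 0.38 at 7 dpa, with adjusted p = 1.39e-11 by camera and adjusted p = 0.776 with an estimated correlation. Collagens had a median of -0.26 at 7 dpa, which turned to 0.18 with library sizes alone and to 0.154 with the share outside ribosomal RNA as a covariate, adjusted p = 0.0432 by camera and adjusted p = 0.776 with an estimated correlation.

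In regeneration, calcium handling genes had a median of -0.51 in wild type (2 of 24 lower) and -0.64 in mutants (1 higher, 1 lower), which turned to 0.26 and 0.36 with library sizes alone, with adjusted p = 0.0286 and 0.0156 by camera and adjusted p = 0.551 and 0.486 with an estimated correlation. Ventricle genes had a median of -0.77 in wild type, which turned to 0.22 with library sizes alone (0 of 9 called by edgeR's quasi-likelihood test, 6 at an unadjusted p under 0.05, 1 by DESeq2, 2 by the exact test and 1 by voom), with adjusted p = 0.0344 by camera and adjusted p = 0.381 with an estimated correlation. Mitochondrially encoded genes had a median of -0.53 in mutants, which turned to 0.32 with library sizes alone (0 of 13 called by edgeR's quasi-likelihood test, 2 at an unadjusted p under 0.05, 1 by DESeq2 and 0 by the exact test or voom), with adjusted p = 0.00529 by camera and adjusted p = 0.776 with an estimated correlation. Skin and gill genes, markers of neighbouring tissue, rose for 2 of 11 in wild type and 3 in mutants, with medians of 0.51 and 0.64, adjusted p = 0.0377 and 0.000339 by camera and adjusted p = 0.602 and 0.327 with an estimated correlation. The lists of atrium (15 genes), endothelium (37), heat shock (29), interferon (16), thrombocyte (7) and skeletal muscle (9) genes passed camera in no comparison. Liver, pancreas and Runx lists had too few tested genes. The 14 tested genes the paper names gave 6 higher and 1 lower in wild type and 7 and 1 in mutants, which is not independent evidence, since they were picked from these libraries.

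Genes near *REN* at 7 dpa: *gas6* (log2 fold change 0.85 ± 0.23, adjusted p = 0.133 over all genes and 0.0274 over the genes near *REN* from edgeR) and *atp5pf* (1.38 ± 0.37, adjusted p = 0.125 and 0.0274) were higher in mutants.

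The 64 transcripts beyond the regression line may be no more than sampling noise around 1 shared response of both genotypes. Simulated data sets had that response and drew the spread of each gene independently, with no structure shared by the genes of a library. In 100 of 100 as many lay beyond the line (median 93, 68 to 122). These had more transcripts past p in both genotypes (median 911.5 against 577), so this count does not decide. In 19 of the 100 the share of transcripts beyond the line (7.47% to 13.1%) was as high as here. In 15 of 100 splits of the libraries within each stage as many lay beyond the line (highest other 128), so chance is not excluded for this count. For the calls of the difference the splits decide nothing, since any split gives at least the 0 seen (100 of 100, highest other 6). A different response of single genes stays open, since the simulated test found 26 of 100 differences of 4-fold.

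The splits for regeneration are too few for a share under 0.05, at 10 for each genotype: in wild type the real split gave 297 calls and the highest other 1, and in mutants 431 and 0, so that 1 of 10 was as high in each.

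Genes on chromosome 1 near *REN* may differ between the genotypes through variants linked to the deletion. Of 69 tested genes within 10 Mb of *REN*, 22 had an unadjusted p under 0.05 for genotype averaged over uninjured and 7 dpa hearts (31.9%, 14 higher and 8 lower), against 21.7% of genes on other chromosomes (Fisher's exact p = 0.0554), and the rest of chromosome 1 had 24.3%. Linked variants and an effect of *REN* on its neighbours cannot be told apart, since no line with the linked region and without the deletion was sequenced.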
